# Ectopic Overexpression of *SlHsfA3*, a Heat Stress Transcription Factor from Tomato, Confers Increased Thermotolerance and Salt Hypersensitivity in Germination in Transgenic *Arabidopsis*

**DOI:** 10.1371/journal.pone.0054880

**Published:** 2013-01-22

**Authors:** Zhenjun Li, Lili Zhang, Aoxue Wang, Xiangyang Xu, Jingfu Li

## Abstract

Plant heat stress transcription factors (Hsfs) are the critical components involved in mediating responses to various environmental stressors. However, the detailed roles of many plant Hsfs are far from fully understood. In this study, an Hsf (*SlHsfA3*) was isolated from the cultivated tomato (*Solanum lycopersicum, Sl*) and functionally characterized at the genetic and developmental levels. The nucleus-localized SlHsfA3 was basally and ubiquitously expressed in different plant organs. The expression of *SlHsfA3* was induced dramatically by heat stress, moderately by high salinity, and slightly by drought, but was not induced by abscisic acid (ABA). The ectopic overexpression of *SlHsfA3* conferred increased thermotolerance and late flowering phenotype to transgenic *Arabidopsis* plants. Moreover, SlHsfA3 played a negative role in controlling seed germination under salt stress. RNA-sequencing data demonstrated that a number of heat shock proteins (Hsps) and stress-associated genes were induced in *Arabidopsis* plants overexpressing *SlHsfA3*. A gel shift experiment and transient expression assays in *Nicotiana benthamiana* leaves demonstrated that SlHsfA3 directly activates the expression of *SlHsp26.1-P* and *SlHsp21.5-ER*. Taken together, our results suggest that SlHsfA3 behaves as a typical Hsf to contribute to plant thermotolerance. The late flowering and seed germination phenotypes and the RNA-seq data derived from *SlHsfA3* overexpression lines lend more credence to the hypothesis that plant Hsfs participate in diverse physiological and biochemical processes related to adverse conditions.

## Introduction

Plant heat stress transcription factors (Hsfs) are the critical regulators of the intricate matrix mediating the expression of genes responsive to a wide range of stressors [1], [2], [3], [4], [5], [6]. They specifically bind to the palindromic heat shock elements (HSEs: 5′-AGAAnnTTCT-3′) conserved in promoters of heat stress (HS)-inducible genes of all eukaryotes [7], [8], [9], [10]. Among all the genes activated under HS, the heat shock protein (Hsp) genes are ubiquitously and rapidly induced. The protein products of the Hsp genes protect plants from damage by functioning as molecular chaperons to assist in protein folding, assembly, translocation, and membrane stabilization [11], [12], [13], [14], [15], [16]. Furthermore, almost all members of the plant Hsf family share common structural properties, including a highly conserved DNA-binding domain (DBD), an oligomerization domain (HR-A/B region), a nuclear localization signal (NLS), and, in most cases, a C-terminal activation domain characterized by short peptide motifs (AHA motifs) [3], [4], [5], [17]. Based on the peculiarities of their oligomerization domains, plant Hsfs are grouped into three classes (class A, B, and C). To date, 21, 52, 24 and 25 representatives have been identified in *Arabidopsis*, soybean, tomato and rice, respectively [3], [17].

To date, an ever-increasing body of studies about plant Hsfs has focused mostly on their roles in HS response. For example, HsfA1a plays an irreplaceable role as a master regulator for induced thermotolerance in tomato. Transgenic tomatoes overexpressing *HsfA1a* showed remarkable tolerance under severe high temperature treatment, whereas the co-suppression lines with knock-down of HsfA1a expression were very heat-sensitive, sustaining serious damage at exposure to 45°C for 1 h [18]. In the complex family of the plant Hsfs, HsfA2 has attracted more attention than others. HsfA2 accumulates to quite high levels and becomes the dominant Hsf under prolonged HS in both tomato and *Arabidopsis* [19], [20], [21]. Basal and acquired thermotolerance were remarkably enhanced in high-level *AtHsfA2*-overexpressing transgenic lines. However, the dominant negative mutants of *AtHsfA2* exhibited reduced thermotolerance [22]. AtHsfA2 also has been regarded as a key factor in sustaining the expression of Hsp genes and extending the duration of acquired thermotolerance in *Arabidopsis* [23]. In the *AtHsfA2*-overexpressing *Arabidopsis* plants, a number of HS-associated genes were highly induced and more than half of those genes were strongly repressed in the *AtHsfA2* knockout plants [20]. SlHsfA2 may be directly involved in the activation of protection mechanisms in the tomato anther during HS [24]. Furthermore, the thermotolerance of plants overexpressing *AtHsfA3* was elevated, and that of *hsfA3* T-DNA insertion mutants was decreased [25], [26]. The function of HsfA3 from *Lycopersicon peruvianum* (*LpHsfA3*) was proved to be similar to that of other tomato Hsfs in tomato cell cultures and yeast cells [27]. However, the target genes of both tomato and *Arabidopsis* HsfA3, and their contribution to plant HS response, have been rarely reported until now.

In addition to these studies, some evidence shows that several Hsfs could fulfill specific functions. In tomato, class B Hsfs, lacking the capacity to activate transcription, could serve as coactivators cooperating with class A Hsfs to synergistically activate the expression of downstream reporter genes. Moreover, tomato HsfB1 also cooperates with other activators in a similar manner to control housekeeping gene expression [28]. Surprisingly, soybean GmHSFB1 was reported earlier to be potentially involved in the inhibition of promoter activity in transient reporter assays [29], [30]. The functional characterization of a class C Hsf has been reported recently in *Oryza sativa* (Os). OsHsfC1b serves as a regulator of salt stress response and affects plant growth under non-stress conditions [31]. Moreover, previous studies have indicated that HsfA4 has a negative correlation with the levels of ascorbate peroxidase 1 (APX1) and may function as an anti-apoptotic factor in plants [32], [33], [34]. In both tomato and *Arabidopsis*, HsfA5 interacts physically with HsfA4 to form hetero-oligomers; in this way, HsfA5 acts as a specific repressor of HsfA4, which is a potent activator of heat stress gene expression [35]. As a specialized Hsf in plants, HsfA9 not only contributes to basal thermotolerance during the early hours of seed germination, it also plays a crucial role in embryogenesis and seed maturation in the absence of environmental stress. There is also evidence showing that HsfA9 works downstream of ABI3, a seed-specific transcription factor in the ABA signaling pathway [36], [37], [38], [39]. Plant Hsfs also could work with other Hsfs or non-Hsf factors to complete their mission [19], [40]. These special properties of plant Hsfs have deepened our understanding of the diversity of Hsf function and the high complexity of the Hsf family.

In addition to the increased thermotolerance conferred by most plant Hsfs studied, tolerance to other abiotic stresses can also be elevated as a consequence of overexpression of several Hsfs. *AtHsfA2*-overexpressing transgenic plants showed enhanced tolerance to both heat and salt/osmotic stress [22]. Recently, it has also been reported that the expression of *AtHsfA2* could be significantly induced under several stress conditions, including exposure to hydrogen peroxide, and it acts as a key regulator in the construction of increased tolerance to combined environmental stressors [20]. Constitutive overexpression of the seed-specific HsfA9 from sunflower is sufficient to confer tolerance to severe dehydration [41]. Transgenic *Arabidopsis* overexpressing *OsHsfA2e* exhibited tolerance to high-salinity stress [42]. Landmark studies have demonstrated that *AtHsfA3* works directly downstream of *AtDREB2A* and *AtDREB2C*, which are important transcription factors involved in plant responses to drought and salt stress. All of these findings suggest the possible involvement of *AtHsfA3* in osmotic stress response and tolerance [25], [26], [43], [44].

Inhibition of growth and/or development is generally observed when plants are exposed to adverse environmental conditions. Several plant Hsfs, including AtHsfA2, OsHsfA2e, AtHsfA3, and BhHsf1, have been proved to be involved in growth retardation [22], [25], [42], [45].

Seed germination is antagonistically controlled by the phytohormones gibberellic acid (GA) and abscisic acid (ABA) [46], [47]. It is widely acknowledged that GA promotes seed germination, whereas ABA blocks germination. GA-ABA crosstalk plays a central role in the regulation of seed germination under high salinity conditions [48]. It has been reported that GA promotes seed germination by enhancing the proteasome-mediated degradation of RGL2, a key DELLA factor repressing germination. Meanwhile, LEAFY PETIOLE (LEP) functions as a positive regulator of GA-induced germination acting downstream or independently of RGL2 [46], [49].

The aim of our research is to estimate the candidacy of *SlHsfA3* for the genetic manipulation of heat and other stress tolerance of important commercial crops. In this study, we characterized the function of SlHsfA3, mainly from the genetic and developmental perspectives, using transgenic approaches.

## Materials and Methods

### Plant material, growth conditions, and stress treatments

Tomato cv. 04078 was used for the isolation of *SlHsfA3*. Seeds of 04078 were obtained from the The World Vegetable Center (AVRDC). Tomato seedlings were grown in a growth chamber maintained under 16 h of light (200 μE m^−2^ s^−1^) at 28°C and 8 h of dark at 18°C. *Nicotiana benthamiana* was grown under these same conditions.

*Arabidopsis thaliana* ecotype Col-0 was used as the wild-type. *Arabidopsis* seeds were surface sterilized for 15 min in 10% bleach, washed five times with sterile water, and plated on half-strength Murashige and Skoog (MS) medium containing 0.8% (w/v) Bacto Agar [50]. Sterilized seeds were stratified at 4°C for 2 d in darkness and then transferred to a phytotrone set at 22°C with a 16-h-light/8-h-dark photoperiod.

For the expression pattern analysis of *SlHsfA3* in tomato, seedlings of 04078 were prepared and the stress treatments were performed as follows. For heat stress, 4-week-old tomato seedlings were exposed to 42°C for 12 h in a climate chamber, and the aerial parts were harvested at each time point. The spatial expression profile of *SlHsfA3* was evaluated by collecting different organs from 10 4-week-old tomato seedlings grown under normal conditions. For salt and ABA treatments, 250 mM NaCl and 100 μM ABA were each supplied to excised 3-week-old tomato plants through their cut stems [51]. Excised plants were placed in 2-ml tubes containing 1.5 ml of liquid MS medium with each elicitor. Control tubes contained equal amounts of liquid MS medium alone. Stock solution of ABA (mixed isomers; Sigma) was in methanol. Wound treatment was performed as described by Constabel *et* *al*. (1995) [52]. For drought stress, the aerial parts of 3-week-old tomato seedlings were detached and placed on a dry filter paper. At each time point of all stress treatments described, 10 independent tomato plants were pooled for sampling and frozen in liquid nitrogen for the subsequent qRT-PCR analysis.

### Molecular cloning and sequence analysis

In order to obtain the exact *SlHsfA3* sequence of our own material, we retrieved the full-length *SlHsfA3* cDNA sequence (homolog of *LpHsfA3*), using the rapid amplification of cDNA ends (RACE) method (Takara, Japan). The nucleotide sequence encoding DNA-binding domain of LpHsfA3 was used to design the gene-specific primers. The PCR products were cloned into the pGEM-T cloning vector (Promega, USA) and subjected to sequencing. The cDNA sequence was then submitted to NCBI. Amino acid sequence alignment was performed using ClustalX 2.0 and DNAMAN programs. Heat shock elements (HSEs) were drawn according to the nomenclature described by Nover *et* *al*. (2001) [3].

### DNA constructs and plant transformation

The *SlHsfA3* promoter region was PCR amplified with the primers *SlHsfA3_pro_*-F, 5′-CCCAAGCTTGAGTAGTGCGAACAAATAC-3′, and *SlHsfA3_pro_*-R, 5′-CGCGGA TCCATCATACAAAGAGATTTG-3′. The 1.3-kb PCR product was cloned into the *Hind*III-*Bam*HI sites of the binary vector pCAMBIA1391-Z to generate the *SlHsfA3_pro_* **:** *GUS* construct. *SlHsfA3* cDNA was PCR amplified from the reverse transcription product with primers 5′-CACCATGAACCCATTTGATAAAAAACAA GAATC-3′ and 5′-CTAGAAACTATCATTCTTGGGCTGG-3′. The PCR product was first cloned using a pENTR Directional TOPO cloning kit (Invitrogen, USA) and then recombined with the plant binary vector pGWB6 [53] to generate the *35S_pro_* **:** *sGFP-SlHsfA3* construct. Based on this vector, primers 5′-CATGCCATGG TGATGGTGAGCAAGGG-3′ and 5′-GGAAGATCTGATCTAGTAACATAGATGAC ACC-3′ were used to amplify the *sGFP-SlHsfA3-NOS terminator* fragment which was subsequently cloned into the *Nco*I-*Bgl*II sites of the *SlHsfA3_pro_* **:** *GUS* construct to generate *SlHsfA3_pro_*:*sGFP-SlHsfA3* construct. The binary vector pBI121 was first digested with *Xba*I and *Sac*I to remove the *GUS* gene. *SlHsfA3* cDNA was PCR amplified with primers 5′-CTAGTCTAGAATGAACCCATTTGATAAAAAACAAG AATC-3′ and 5′-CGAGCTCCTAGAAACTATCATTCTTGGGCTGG-3′. The PCR product was cloned into the *Xba*I-*Sac*I sites of the pBI121 fragment to generate the *35S_pro_* **:** *SlHsfA3* construct. The above constructs were then transformed into the *Agrobacterium tumefaciens* strain GV3101 (pMP90), which was used for transformation of *Arabidopsis* plants (Col-0) by the floral dip method [54].

### Gene expression analysis

For qRT-PCR analysis, total RNA was isolated from plant materials with Trizol (Invitrogen, USA) according to the manufacturer's instructions. Poly (dT) cDNA was prepared from 2 μg of total RNA with M-MLV reverse transcriptase (Promega, USA) and quantified with a cycler apparatus (Bio-Rad) with the SYBR *Premix Ex Taq* (Takara, Japan) according to the manufacturer's instructions. PCR was performed in 96-well optical reaction plates heated for 30 s at 95°C to activate hot start Taq DNA polymerase, followed by 40 cycles of denaturation for 5 s at 95°C, annealing for 30 s at 60°C, and extension for 20 s at 72°C. Expression levels of target genes were normalized to those of *ACTIN2*, *ACTIN1* and *ACTIN7* for tomato, tobacco, and *Arabidopsis*, respectively [55], [56], [57]. The 2^−ΔCt^ method was used for the analysis and visualization of our qRT-PCR data. The statistical significance was evaluated by Student's *t*-test. Primers used to quantify gene expression levels are listed in Table S2.

For semi-quantitative RT-PCR assay, RNA extraction and reverse transcription reaction were performed as mentioned above. The PCR conditions for amplification of *SlHsfA3* were as follows: 5 min at 94°C, followed by 32 cycles of 15 s at 94°C, 30 s at 60°C, 20 s at 72°C. The same conditions were used in the amplification of *ACTIN7* of *Arabidopsis*, except that the number of PCR cycles was decreased to 24.

### GUS histochemical analysis

Plants from four independent transgenic *Arabidopsis* lines, all containing a single copy of *SlHsfA3_pro_* **:** *GUS* construct, were used for histochemical staining of GUS activity, which was detected according to the method described by Jefferson *et* *al* [58]. Whole seedlings or different tissues were soaked in the GUS staining buffer (1 mM X-glucuronide in 100 mM sodium phosphate, pH 7.2, 0.5 mM ferricyanide, 0.5 mM ferrocyanide, and 0.1% Triton X-100), subjected briefly to a vacuum, and incubated at 37°C in the dark from 3 h to overnight depending on the experimental requirement. After being washed with 70% ethanol several times, plants or tissues were photographed using the Leica DFC 490 stereomicroscope and Leica DM5000B microscope. For HS experiment, the 6-d-old transgenic seedlings were exposed to 37°C for 8 h and were allowed to recover at growth conditions for 3 h before histochemical staining. Images were processed with Adobe Photoshop CS 8.0.

### GFP visualization

T_3_ generation of transgenic plants harboring a *SlHsfA3_pro_*:*sGFP-SlHsfA3* construct were used for the analysis of subcellular localization of SlHsfA3-GFP fusion proteins (modified from Yoshida *et* *al*., 2008) [25]. Five-day-old seedlings grown on MS medium were observed using a Leica TCS SP5 confocal laser scanning microscope. Before microscopy, seedlings were briefly stained with 10 μg/mL propidium iodide for 5 min and washed once with water. The excitation wavelengths for propidium iodide and GFP were 488 nm and 561 nm, respectively, and emission was detected using wavelengths of 600 to 640 nm and 500 to 540 nm, respectively. Approximately 10 seedlings were examined, and three independent experiments were done, yielding similar results.

### Phenotypic analysis of transgenic *Arabidopsis* plants

Seedlings were grown on MS medium containing agar in Petri dishes. The Petri dishes were immersed in a water bath at different temperatures for heat tolerance assays. Eight-day-old transgenic and Col-0 plants were exposed to 43°C for 1 h for the basal thermotolerance assay and to 37°C for 1 h, 22°C for 3 h, and 47°C for 1 h for the acquired thermotolerance assay (modified from Zhu *et* *al*. 2009) [45]. About 50 plants of each genotype were used. These plants were then incubated at 22°C for 6 d before photographs were taken and the survival rates were calculated. The detailed morphology of plants at 0 or 4 d after HS treatment was observed using 4-d-old plants grown vertically.

For the germination assays under stress treatment, seeds of homozygous transgenic lines and Col-0 were placed on MS agar medium supplemented with NaCl of different concentrations. The percentage of germinated seeds was scored daily and photographs were taken 3 d after stratification. Germination was defined as a clear sign of the emergence of radicle tip and the germination results were calculated based on four independent experiments.

For *LEP* and *RGL2* expression assays, about 1000 surface sterilized seeds of each genotype were soaked in liquid MS medium, with or without 120 mM NaCl, and were harvested 16 h after stratification.

For the root length assay, seeds were first germinated and grown vertically on MS agar medium for 4 d, followed by transfer to fresh medium (in the absence or presence of NaCl) for vertical growth for another 4 d, after which root length was measured with a ruler and photographed. For the salt tolerance assay, seeds were sown on filter paper laid over the surface of MS agar medium. Two weeks later, salt stress treatment was performed by saturating the filter paper with 150 mM NaCl solution for 6 h.

### RNA-seq analysis

RNA-seq analysis was carried out using two independent transgenic lines (#3 and #6). Total RNA was isolated with Trizol reagent (Invitrogen, USA) from the aerial parts of 4-week-old seedlings of *35S_pro_* **:** *SlHsfA3* and Col-0 plants grown in parallel under unstressed conditions. Material from 20 plants of each genotype was pooled for RNA isolation. cDNA synthesis was performed according to the previously described method with some modification [59]. The newly synthesized double-strand cDNA was fractured into 300–500 bp fragments using an ultrasonic instrument (Fisher) and then purified with AMPure beads (Agencourt, USA). The sequencing library was prepared and PCR amplified using TruSeq^TM^ DNA Sample Prep Kit-Set A and TruSeq PE Cluster Kit, respectively (Illumina, USA). Sequencing was performed on the Illumina HiSeq 2000 platform. The number of sequencing reads generated from each sample was converted into RPKM (reads per kilobase of exon model per million mapped reads) [60]. The DEGseq package was used for identifying genes differentially expressed between two samples [61]. All changes in gene expression were statistically significant at Q-value <0.05 in both overexpression lines [62], [63]. RNA-seq data were submitted to NCBI and can be accessed under the GEO accession number GSE40388. Pathways and Gene Ontology (GO) analyses were performed using the Molecule Annotation System (MAS).

### Gel-shift (EMSA) assay

To construct a plasmid for the expression of recombinant SlHsfA3 protein in *E. coli*, the full-length cDNA fragment was amplified by PCR using primers 5′-CCGGAATT CATGAACCCATTTGATAAAA-3′ and 5′-ACGCGTCGACCTAGAAACTATCATT CTTG-3′ and cloned into the pMAL-c2 vector via *EcoR*I and *Sal*I restriction sites. The *MBP*-fused *SlHsfA3* construct was transformed into *E. coli* BL21 cells. The MBP-SlHsfA3 fusion protein was induced and purified according to the manufacturer's instructions. Oligonucleotide probes were synthesized and labeled with biotin at the 5′ end (Invitrogen, USA). Mutated probes were synthesized using 5′-AAAnnAAA-3′ to replace the typical form of 5′-GAAnnTTC-3′. Labeled probes and nonlabeled cold competitor probes were generated from dimerization. Electrophoretic mobility shift assay (EMSA) was performed using a LightShift Chemiluminescent EMSA kit (Thermo Scientific). Probe sequences are shown in Table S2.

### Transactivation of *SlHsp26.1-P* and *SlHsp21.5-ER* promoter activity by SlHsfA3 in *N. benthamiana* Leaves

The transient expression assays were performed in *N. benthamiana* leaves as previously described [64], [65]. The N-terminal fragment of *SlHsfA3* was PCR amplified using primers 5′-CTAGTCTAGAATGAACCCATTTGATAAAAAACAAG AATC-3′ and 5′-CGAGCTCCTATGCAAGGTCTTGAAA-3′. The PCR product was then cloned into *Xba*I-*Sac*I sites of pBI121 to generate *35S_pro_* **:** *SlHsfA3*Δ*C* construct. The *SlHsp26.1-P* promoter was amplified with the primer pairs 5′-CCGGAATTCGC ACAAGTACTCCTCAATC-3′ and 5′- CGCGGATCCCACAGAAAGTAGAAATCT TC-3′ and cloned into the *Eco*RI-*Bam*HI sites of the binary vector pCAMBIA1381Z-LUC which was previously modified by our laboratory staff to generate the reporter construct *SlHsp26.1-P_pro_*:*LUC*. Primer pairs 5′-CCGGAATTCG AGCAAGTTGACGTCTAG-3′ and 5′-CGCGGATCCACTATACACTGTAGTATTG -3′ were used for the *SlHsp21.5-ER* promoter amplification with the same restriction sites to generate the construct *SlHsp21.5-ER_pro_*:*LUC*. The full-length *SlHsfA3* effector construct was the above-described *35S_pro_* **:** *SlHsfA3*. *Agrobacterium*-mediated infiltration of *N. benthamiana* leaves was performed as described [66]. Infiltrated plants were incubated at 28°C for 72 h before CCD imaging. A low-light cooled CCD imaging apparatus (NightOWL II LB983 with indigo software) was used to capture the LUC image and to count luminescence intensity. The leaves were sprayed with 100 mM luciferin and were placed in darkness for 5 min before luminescence detection. Five independent determinations were assessed. Error bars represent SD. The experiments were repeated at least five times with similar results.

## Results

### Cloning and sequence analysis of *SlHsfA3*

The nucleotide sequence encoding the DNA-binding domain (DBD) of LpHsfA3 was used for designing gene-specific primers [27]. Subsequently, the corresponding full-length cDNA sequence containing 24 bp of 5′ UTR, 132 bp of 3′ UTR with poly A signal, and 1,521 bp of open reading frame (ORF) was cloned using RACE technology and designated as *SlHsfA3* (Accession No.GU120360), which shares nearly 97% sequence identity with *LpHsfA3*. The deduced amino acid sequence contains a highly conserved N-terminal DNA-binding domain (DBD), an oligomerization domain with the heptad pattern of hydrophobic amino acid residues (HR-A/B), and a putative nuclear localization signal (NLS) adjacent to the HR-A/B region. In addition, several features of class A Hsfs were found in SlHsfA3, including the 21-amino acid class-specific insertion extending HR-A/B region, and short peptide motifs enriched in aromatic and large hydrophobic amino acid residues embedded in an acidic surrounding (AHA motifs) (Fig. 1). Clustalx2.0 and DNAMAN were employed for generating sequence alignment between SlHsfA3 and AtHsfA3. The result revealed that they shared 36.87% identity over the whole amino acid sequence.

**Figure 1:**
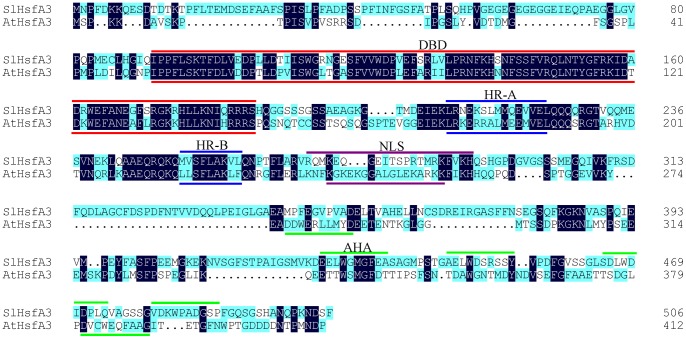
Alignment of HsfA3 proteins from tomato (*Solanum lycopersicum*; *Sl*) and *Arabidopsis* (*Arabidopsis thaliana*; *At*). The sequence alignment was performed using ClustalX 2.0 and DNAMAN software. Conserved amino acids in both proteins are highlighted in black and nonidentical residues are shaded in light blue. The dashes indicate gaps introduced for better alignment. The signature domains of both Hsfs are indicated by color bars: DNA-binding domain (DBD), red; heptad repeat pattern of hydrophobic amino acid residues (HR-A/B), dark blue; nuclear localization signal (NLS), purple; transcriptional activation domain (AHA), green.

### Expression of *SlHsfA3* can be induced by multiple abiotic stresses

qRT-PCR analysis was carried out to investigate the expression patterns of the *SlHsfA3* gene under different abiotic stresses (Fig. 2). Under heat stress treatment (42°C), *SlHsfA3* expression was maintained at a relatively constant level within 0.5 h after the start of the treatment. Obviously increased transcripts of *SlHsfA3* were first detected at 3 h after treatment and the *SlHsfA3* transcript continued to accumulate thereafter and reached the peak level at 12 h (Fig. 2A). For high-salinity response, the *SlHsfA3* transcripts were moderately elevated and reached a maximum level at 6 h. After 12 h of NaCl application, the expression level of *SlHsfA3* was still higher than that in untreated plants. Moreover, *SlHsfA3* expression could not be induced by MS alone or by wounding (Fig. 2B). For drought stress, the *SlHsfA3* transcripts were only slightly accumulated during the 0.25–1 h period of treatment, followed by a return to levels found in untreated plants, and even a lower level at 8 h (Fig. 2D). No significant increase or decrease in the *SlHsfA3* expression level was observed in response to exogenous ABA treatment (Fig. S1A). The expression analysis of the *Le25* gene was used here as a positive control to indicate the effectiveness of different treatments (Fig. 2C, 2E, S1B) [67], [68]. These results demonstrate that *SlHsfA3* is involved in heat, salt, and possibly drought stress signaling pathways, and might serve as a master regulator in the plant abiotic stress response. Finally, the basal and organ-specific expression of *SlHsfA3* was studied. Based on the transcript levels, *SlHsfA3* was expressed ubiquitously in all organs analyzed, with higher levels of expression in young and old leaves compared with that in other parts (Fig. 2F).

**Figure 2:**
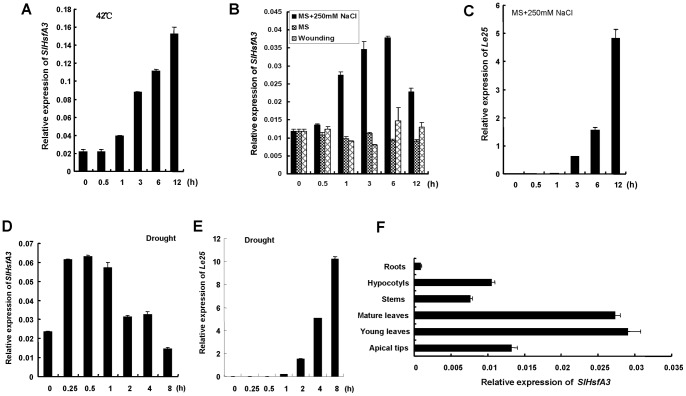
mRNA expression patterns of *SlHsfA3* in response to various abiotic stresses. (A) High temperature-induced expression pattern of *SlHsfA3* in tomato plants. Four-week-old tomato seedlings, grown under standard conditions, were placed in a climate chamber set at 42°C for 12 h. The aerial parts were harvested at the indicated times for RNA extraction and qRT-PCR analysis. Zero time samples were taken prior to treatment. Transcript levels of *SlHsfA3* were normalized to the *ACTIN2* expression. (B–E) High salinity and drought-induced expression patterns of *SlHsfA3* in tomato. Three-week-old tomato seedlings, grown under standard conditions, were used for stress treatments. The *SlHsfA3* mRNA levels were analyzed as in (A) and the *Le25* [67], [68] tomato gene was used as a positive control for high salinity and drought treatments. (F) Basal mRNA levels of *SlHsfA3* were quantified by qRT-PCR as described in (A) in different organs of tomato plants (n = 10). All stress treatments were initiated at the beginning of the 16 h light period (28°C) to ensure identical environmental conditions throughout the time course. Data shown are average and SD of triplicate reactions. Shown are representative data from one biological replicate and we conducted three biological replicates with similar results.

To further investigate the temporal and spatial expression patterns of *SlHsfA3*, histochemical GUS staining of transgenic plants carrying a *SlHsfA3* promoter-GUS fusion construct was conducted. A 1.3-kb promoter region upstream of the *SlHsfA3* initiation codon was amplified from 04078 genomic DNA by PCR and used to drive the expression of the GUS reporter gene (Fig. 3A). The *SlHsfA3_pro_*:*GUS* cassette was stably transformed into *Arabidopsis*. Histochemical staining of transgenic plants exhibited GUS activity at almost all developmental stages. In 6-d-old seedlings grown under normal conditions, the GUS signal was relatively weak throughout the plants with almost undetectable GUS activity in roots (Fig. 3B). However, increased GUS staining was observed in plants that were previously heat stressed, mirroring the expression patterns of endogenous *SlHsfA3* in tomato. In particular, the roots presented very strong signals in response to high temperatures, and the vasculature was more strongly stained than were the epidermal tissues (Fig. 3C). It is worthy of note that significant GUS staining was present in hypocotyls (Fig. 3D). Moreover, only faint GUS signals could be detected in adult plants (Fig. 3E). Very strong GUS activity was observed in rosette leaves and mature siliques (Fig. 3F, G). In oral tissues, GUS signals were found in sepals but not in other parts (Fig. 3H). In summary, *SlHsfA3* promoter activity was distributed throughout most of the vegetative and reproductive organs.

**Figure 3:**
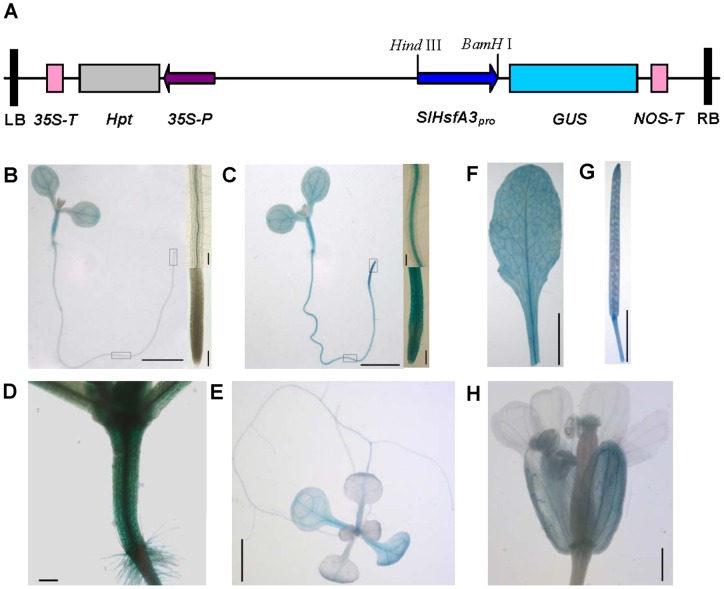
Histochemical analysis of *GUS* expression driven by *SlHsfA3* promoter in transgenic *Arabidopsis*. (A) Schematic diagram of construct used for agroinfiltration. (B–C) Six-day-old seedlings untreated (B) and heat stressed (C). For heat stress procedures, see Methods. Bars = 2 mm. The corresponding sections of vascular and meristematic tissues in root are boxed in (A) and shown by higher magnification on the right side. Bars = 100 μm. (D) Hypocotyl. Bar = 100 μm. (E) Twelve-day-old seedling. Bar = 2 mm. (F) Rosette leaves. Bar = 5 mm. (G) Mature siliques. Bar = 5 mm. (H) Flower. Bar = 500 μm.

### SlHsfA3-GFP fusion protein mainly targets the nuclei under heat stress

Transcription factors commonly have a modular structure, and they have to transfer from the cytoplasm to the nucleus to activate genomic gene expression. The identified SlHsfA3 has a NLS motif that lies adjacent to the HR-B region (Fig. 1). To ascertain the subcellular localization of SlHsfA3 protein in *Arabidopsis*, we generated transgenic *Arabidopsis* carrying a sGFP-SlHsfA3 fusion protein construct under the control of *SlHsfA3* promoter, which is the same as that in the *SlHsfA3_pro_*:*GUS* construct (Fig. 4A). Root tips of 5-d-old T_3_ transgenic plants grown vertically were used for the observation of GFP fluorescence. Under normal conditions, almost no GFP signals were detected (Fig. 4B). In addition, detection of the GUS activity in the root tips of *SlHsfA3_pro_*:*GUS* transgenic plants showed similar results (Fig. 3B). An unknown regulatory mechanism may exist that limited the basal activity of *SlHsfA3* promoter in *Arabidopsis* root tips. For HS treatment, plants were first incubated at 37°C for 5 h and then GFP signals were examined immediately with confocal microscopy. Figure 4D shows that the SlHsfA3-GFP fusion protein mainly accumulated in nuclei. Moreover, a small amount of GFP fluorescence was detected in the cytoplasm of stem cells and in the membranes of root cap cells (marked with white arrows in Figure 4D). All of these results presented indicate that, under HS conditions, SlHsfA3 protein mainly targets the nuclei in *Arabidopsis*, which specifies the presence of NLS. This result is consistent with that derived from tomato cell cultures [27].

**Figure 4:**
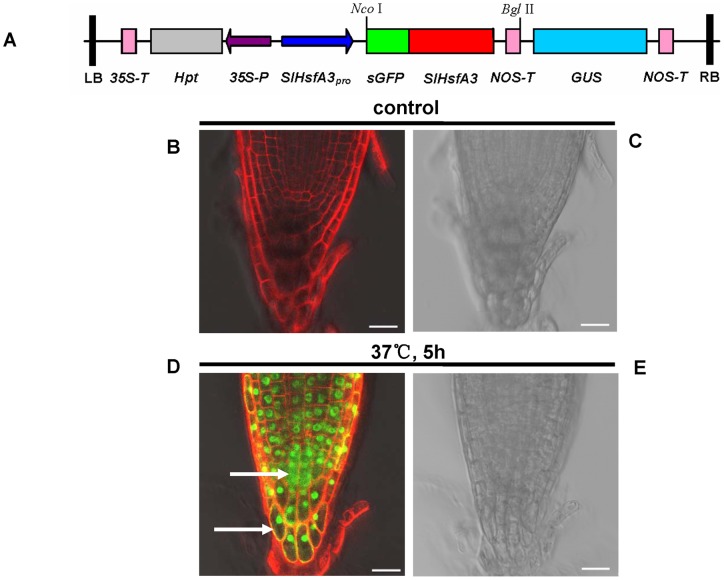
Subcellular localization of SlHsfA3-GFP fusion protein. (A) Schematic representation of construct used for *Arabidopsis* transformation. (B-E) The subcellular localization of SlHsfA3-GFP proteins in the root tips of transgenic *Arabidopsis* harboring *SlHsfA3pro:sGFP-SlHsfA3* construct. The root tips of 5-d-old seedlings were observed with a confocal microscope before (B and C) or immediately after (D and E) incubation at 37°C for 5 h. Bars  = 20 μm. The white arrows point to the cytoplasm and cell membrane, respectively. Propidium iodide staining was used to assess plasma membrane integrity (B and D).

### Transgenic *Arabidopsis* overexpressing *SlHsfA3* showed increased thermotolerance and late flowering phenotypes

To evaluate the effect of *SlHsfA3* on plant HS responses, we generated transgenic *Arabidopsis* plants ectopically overexpressing *SlHsfA3* under the control of the CaMV35S promoter and compared the acquired and basal thermotolerance of transgenic plants with those of Col-0. Two independent T_3_ transgenic lines (OE #3 and #6) were verified using semi-quantitative RT-PCR (Fig. 5A, B). Eight-day-old seedlings of each genotype, grown under standard culture conditions, were used for HS treatment. For basal thermotolerance test, all of the Col-0 seedlings were killed after being allowed to recover under standard conditions for 6 d, but nearly 80% seedlings of both *SlHsfA3*-overexpressing lines survived (Fig. 5C, D). After a conditioning pretreatment, 100% transgenic seedlings displayed the acquired thermotolerance but none of the Col-0 seedlings did (Fig. 5E). The above observation suggested that ectopic overexpression of *SlHsfA3* could confer increased basal and acquired thermotolerance to transgenic *Arabidopsis* plants.

**Figure 5:**
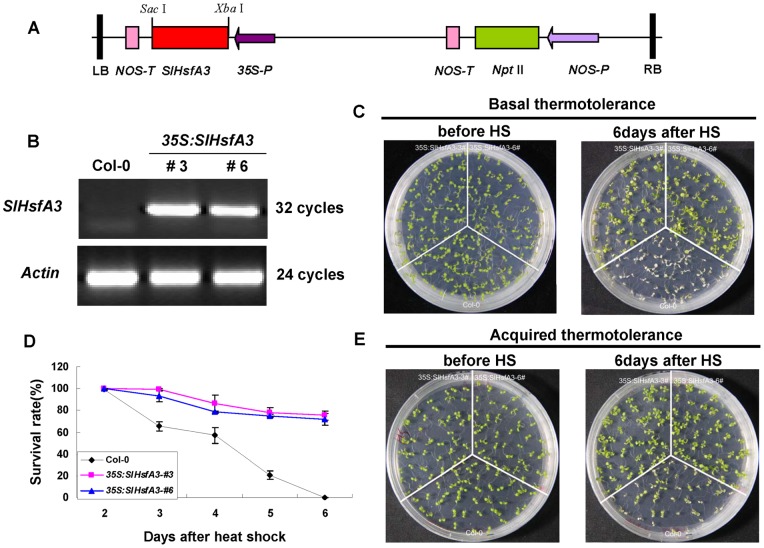
Thermotolerance of Col-0 and *35S:SlHsfA3* transgenic *Arabidopsis* plants. (A) Schematic representation of a construct used for *Arabidopsis* transformation of the *SlHsfA3* gene. (B) Relative expression of *SlHsfA3* in Col-0 and two T_3_ generation transgenic lines. Total RNA was extracted from 10-d-old seedlings, then analyzed by semi-quantitative RT-PCR. The *ACTIN7* gene was used as an internal control. (C) Comparison of basal thermotolerance among Col-0 and two OE lines. (D) Survival rates of Col-0 and two OE lines after HS at 43°C for 1 h. Seedlings that showed obvious etiolation appearance were considered to be dead. For each experiment, about 50 plants were used; values are means ± SD from three independent measurements. (E) Comparison of acquired thermotolerance among Col-0 and two OE lines.

In order to explore the detailed morphological differences between Col-0 and OE plants in thermotolerance, we monitored and compared the development of phenotype before and after HS treatment. No noticeable developmental differences could be observed between 4-d-old Col-0 and OE seedlings grown vertically under standard conditions (Fig. 6A). Morphological damage resulting from HS (43°C for 1 h) did not appear immediately, but became apparent after 4 d of recovery. As shown in Figure 6A, the Col-0 plants were severely injured and their cotyledons lost chlorophyll, whereas *SlHsfA3* OE plants stayed vigorous and did not show any observable injury syndrome. Moreover, the hypocotyls seemed to be less damaged than other parts of the Col-0 plants because they did not completely lose chlorophyll after 4 d of recovery. Concerning the challenge on roots, HS inhibited the growth of the main roots in the Col-0 plants. However, in the *SlHsfA3*-overexpressing plants, the main roots displayed relatively normal growth, accompanied by the emergence of lateral roots (Fig. 6A).

**Figure 6:**
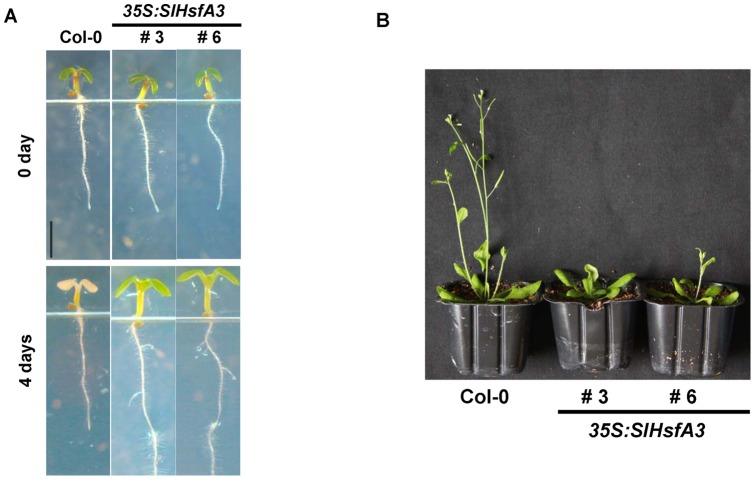
A detailed study of the enhanced thermotolerance brought by *SlHsfA3* and the flowering phenotypes of two *SlHsfA3* OE lines. (A) The detailed morphology of seedlings of Col-0 and two OE lines at 0 or 4 d after HS treatment. In this case, plants were grown vertically. Bar = 2.5 mm. (B) Col-0 and two *SlHsfA3* OE lines were grown under the same conditions as described in Methods. The image of four-week-old plants was taken on the same day.

It is clear that defense against biotic stresses always occurs at the expense of growth [69], [70], [71]. This phenomenon could also be used to characterize the plants' responses to abiotic stresses. Previous studies have shown that growth retardation phenotypes are frequently detected in transgenic plants overexpressing abiotic stress-related genes [22], [45], [72]. In order to learn whether SlHsfA3 plays a part in regulating plant defense and growth, 11 T_3_ selected OE transgenic lines were monitored on a developmental scale and were compared with similarly monitored Col-0 plants. When grown in parallel, nearly all OE lines showed a late flowering phenotype, as represented by #3 and #6 (Fig. 6B). Except for the late flowering phenotype, no other remarkable differences on growth and development were observed.

### Overexpression of *SlHsfA3* in *Arabidopsis* results in seed germination sensitivity to salt stress

Under normal growth conditions, there was no noticeable difference in seed germination of two selected transgenic lines (#3 and #6) compared with Col-0 (Fig. 7A). However, under high-salinity stress, the germination capability of seeds from the two *SlHsfA3*-overexpressing lines was much more reduced than that observed in the Col-0 seeds (Fig. 7B, C, D). For example, in the presence of 120 mM NaCl, half of the Col-0 seeds were successfully germinated on the second day after stratification, whereas the germination percentages of transgenic seeds were less than 10%. Even 3 and 4 d after being transferred to a phytotrone, the germination percentages of both transgenic lines were still significantly lower than those of Col-0 (Fig. 7B). A similar phenomenon was observed when seeds from different genotypes were germinated on MS agar medium supplemented with different concentrations of NaCl (Fig. 7C). This result excluded the possibility that the salt-hypersensitive phenotype in seed germination was due to a certain concentration of NaCl.

**Figure 7:**
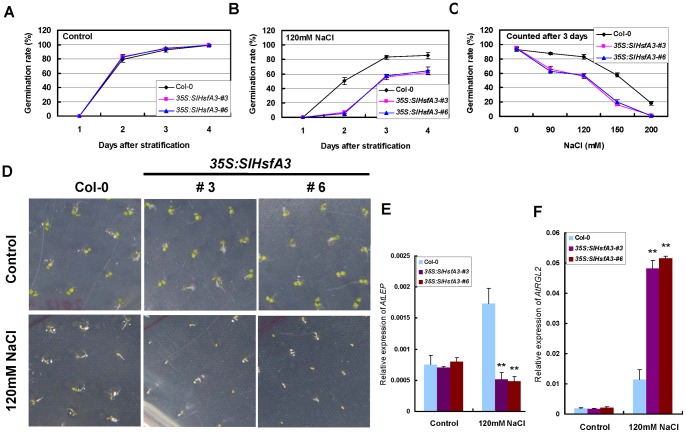
Germination assays of *SlHsfA3*-overexpressed plants. (A–C) Seed germination ratio of Col-0 and two OE lines in the absence and presence of NaCl. Seeds from different genotypes were germinated on MS agar plates (control, A) or supplemented with 120 mM NaCl (B) or with different concentrations of NaCl (C), respectively. Germination was defined as the obvious sign of radicle tip emergence and scored daily until the indicated day after incubation at 22°C. Data shown are average and SD of four independent experiments (each with 100 seeds for each genotype). (D) Increased germination sensitivity of *SlHsfA3* transgenic lines. Pictures were taken 3 d after stratification. (E–F) Expression of *AtLEP* and *AtRGL2* determined by qRT-PCR in germinating seeds of Col-0 and *SlHsfA3* transgenic lines treated with NaCl. All seeds were harvested 16 h after stratification. Error bars denote SD from three independent biological repeats. Asterisks denote Student's *t* test significance compared with Col-0 plants: **P<0.01.

To evaluate how SlHsfA3 affects the salt sensitivity of transgenic plants during seed germination, we tested two well-known GA marker genes, *AtLEP* and *AtRGL2*, which were previously proved to be a positive and a negative regulator, respectively, of GA-induced germination [49], [73]. Seeds of different genotypes were immersed in liquid MS medium with or without NaCl (120 mM) supplementation, and incubated at 22°C for 16 h; they were then collected for the subsequent qRT-PCR analysis. We found that the expression levels of both *AtLEP* and *AtRGL2* were similar among all genotypes treated with MS medium alone. Supplemented with 120 mM NaCl, *AtLEP* transcripts were up-regulated more than two-fold in Col-0 seeds but were slightly down-regulated in seeds of transgenic *Arabidopsis* (Fig. 7E). Meanwhile, the induction of *AtRGL2* in transgenic seeds was much stronger than that in Col-0 seeds in response to NaCl (Fig. 7F). Based on the above results, we concluded that *SlHsfA3*-overexpressing transgenic plants were hypersensitive to salt stress during the seed germination stage. In addition, it is tempting to speculate that SlHsfA3 is perhaps involved in the GA signaling pathway in the control of seed germination.

Further phenotypic analysis of Col-0 and *SlHsfA3* OE lines in response to salt stress was performed at the post germination stage. Surprisingly, *SlHsfA3* OE lines exhibited neither salt-sensitive nor salt-resistant phenotypes at the post germination stage, as demonstrated by the root growth assay and qRT-PCR assay. As shown in Figure S2A, the growth of primary roots was nearly undifferentiated in the Col-0 plants compared with that of *SlHsfA3*-overexpressing lines when plants were grown vertically and exposed to different concentrations of NaCl. Statistical analysis of the root length measurements confirmed this result (Fig. S2B). In addition, the expression of several salt stress-related marker genes was analyzed in Col-0 and transgenic seedlings following NaCl exposure: *RD29A*, *RD29B*, *KIN1* [74], [75]. qRT-PCR analysis was performed using specific primers, and no significant differential induction for all of these marker genes was observed after 6 h of salt stress (Fig. S2C). The phenotypic analysis performed (as described above) confirmed that the increased germination sensitivity of transgenic *Arabidopsis* to salt stress is not associated with any change in the ability to survive salt stress at the post germination stage.

### RNA-seq analysis of aerial organs in transgenic *Arabidopsis*

In order to investigate the possible molecular mechanisms of SlHsfA3 function in plant growth and stress responses, we used the RNA-seq approach to identify the genes with altered expression levels in the *SlHsfA3* OE lines. Processing of RNA samples on the Illumina HiSeq 2000 system yielded more than 24 million reads, each 100 bp in length, encompassing 2.4 Gb of sequence data for each sample which was then mapped to the reference genome. 

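The RNA-seq data comprised 3 libraries, 1 each for Col-0, OE line #3 and OE line #6, and each was made from the pooled aerial parts of 20 unstressed plants aged 4 weeks. Lines #3 and #6 are independent insertions of the same construct and were treated as 2 replicates of the overexpression. The p-values thus rest on the spread between these 2 pools, and the lone Col-0 pool is assumed to vary like them. For each gene this spread is mostly borrowed from other genes, with 1 residual and 13.6 prior degrees of freedom. A gene whose level differs between the lines can therefore still pass. The authors mapped the reads to TAIR10 and deposited 1 table with reads per gene, RPKM, and the ratio to Col-0 with its DEGseq Q-value for each line over 33602 genes. Reads in genes came to 9968154 in Col-0, 11556077 in line #3 and 10786332 in line #6, and all values given here use these reads. Ribosomal RNA genes took 26.6% of the reads in Col-0, 32.5% in line #3 and 20.9% in line #6. Genes of the chloroplast genome, its ribosomal RNAs included, took 15.8%, 18.9% and 14.0% in the same order. The tomato transgene is not among the genes of the table. *AtHsfA3*, its *Arabidopsis* counterpart, had 9 reads in Col-0, 6 in line #3 and 4 in line #6, below the minimum for testing. From the reads, edgeR's quasi-likelihood test with TMM scaling compared both OE lines with Col-0 for the 18802 genes with at least 10 reads in at least 1 library. Levels given as CPM are edgeR's CPM after this scaling. Each SE was derived from the test, and it can be too small where a group has few reads. Scaling by total reads, as in RPKM, gave a median log2 fold change of all tested genes of -0.052 in line #3 and 0.14 in line #6. A count of 0 allows up to 0.307 CPM in Col-0, 0.275 in line #3 and 0.258 in line #6. Such limits and the counting intervals of ratios cover counting error only.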

Quantitative analysis of RNA-seq data identified substantial variation in expression profiles among different genotypes. 

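Between both OE lines and Col-0, 43 genes were higher and 37 were lower at an adjusted p under 0.05 from edgeR, and each of them moved the same way in both lines. Besides Hsp genes and *AtAPX2*, *MRD1* (AT1G53480) rose, with 1 read in Col-0, 78 in line #3 and 62 in line #6, and its neighbor *HEI10* (AT1G53490), which encodes a RING domain protein, rose as well. The ratio of the OE lines to Col-0 was 60.7 for *MRD1* (95% counting interval 10.7 to 2415, adjusted p = 6.8e-04 from edgeR), and with DESeq2 it missed the threshold (adjusted p = 0.0743). *HEI10* rose to 14.1 ± 0.697 CPM (SD, n = 2 lines) against 1.02 in Col-0 (adjusted p = 5.7e-05 from edgeR). *MRD1* and *HEI10* overlap in the annotation and the protocol names no step that marks the strand, so reads of one may be counted for the other. The unannotated gene AT4G23493 had 3 reads in Col-0, 52 in line #3 and 98 in line #6, and the 95% counting interval of its ratio was 7.28 to 106 (adjusted p = 0.00306 from edgeR). Among the largest falls, AT3G11500, which encodes a small nuclear ribonucleoprotein, had 121 reads in Col-0, 5 in line #3 and 5 in line #6, with a log2 fold change of -4.77 (SE 0.39, adjusted p = 2.0e-05 from edgeR). The transposable element gene AT5G35935 had 29 reads in Col-0 and 0 in both OE lines, at least 22.3-fold lower against 3 reads over both lines (adjusted p = 0.00850 from edgeR, but 0.0767 from DESeq2). The counts of 43 and 37 became 25 and 17 when at least 10 reads were required in every library, 27 and 14 with no filter beyond at least 1 read, and 30 and 13 with DESeq2.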

Transcript abundance obtained from RNA-seq data was indicated as RPKMs, and therefore, up-regulated genes were determined by a greater than two-fold induction of normalized RPKMs in the comparison analyses (transgenic plants versus Col-0 plants) in both over-expression lines: Q-value <0.05 [62], [63]. In addition, the calculated correlation coefficient, based on the log-transformed RPKM values after eliminating genes with zero count in either of the two OE lines, was 0.9316, which indicated high correlation between the two OE lines (Fig. S3). These results demonstrate the very high reliability, reproducibility and quality of the raw data. Therefore, the mean of the results of the two independent OE lines are presented here in tables.

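*AtEGY3*, which encodes a predicted metalloprotease of the chloroplast, shows how the rule works, with an RPKM of 6.70 in Col-0, 55.5 in line #3 and 81.1 in line #6, and ratios of 8.29 and 12.1. Among the galactinol synthase genes, *AtGolS1* passed it with ratios of 3.23 and 4.18, whereas *HSFB2A*, which encodes a class B heat stress transcription factor, missed it with ratios of 1.84 in line #3 and 2.63 in line #6. DEGseq's random sampling model was recomputed from the reads of each pair of libraries, with total reads as the scale and 0.5 read in place of a 0. All 21362 ratios of line #3 and all 21200 of line #6 equaled those of the authors' deposited table within 1e-06, and no gene fell on the other side of a Q-value of 0.05. At that Q-value, 1422 genes were higher and 2887 lower in line #3, and 3168 were higher and 785 lower in line #6. In both lines at once 1745 genes passed, of which 803 were higher in both, 535 were lower in both and 407 went in opposite directions. Such a test compares the reads of 2 libraries, not the genotypes, and has no replicate check. On its scale of total reads, the median log2 fold change of the genes tested with edgeR was -0.052 in line #3 and 0.14 in line #6. With TMM scaling both medians were near 0. The numbers of higher, lower and opposite genes given above thus depend in part on the scale.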

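Genes of the anther and the pollen coat stood furthest apart between the OE lines. *GRP17*, which encodes an oleosin-like protein of the pollen coat, had 56 reads in Col-0, 506 in line #3 and 1 in line #6, and the anther gene *ATA27* had 73, 176 and 0 reads. The anther gene *ATA20* was 10.4-fold and AT5G22430, which encodes a protein of the Ole e 1 pollen allergen family, 3.60-fold higher in line #3 than in line #6. In the other direction, *DR4*, *LSU1* and *HAI2*, known from responses to drought, sulfur limitation and abscisic acid, were 5.14-fold, 4.60-fold and 4.31-fold higher in line #6 than in line #3. The defensin-like gene AT1G34047 was 5.69-fold and *PYD4* (AT3G08860) 3.82-fold higher in line #6, and AT2G07732, annotated as a large chain of ribulose bisphosphate carboxylase, 3.51-fold higher in line #3. If genes elsewhere share the sequence of AT2G07732, its reads are uncertain, since the rule for reads that map to several places is not given. Of 15 tapetum and pollen genes listed before the data were examined, 13 were tested and none passed over all genes or when adjusted over the list alone, with 10 higher in line #3 and all 13 lower in line #6. Their median log2 fold change was 0.83 in line #3 and -4.78 in line #6, or -2.32 with genes at 0 reads set to their bound. Over both lines the median was 0.11, the mean -0.060 and the call lower. With camera on the edgeR fit, the list had an adjusted p = 0.0383, and 0.813 with an estimated correlation. Here and below, the test with an estimated correlation rests on 1 residual degree of freedom, so it could hardly pass for any list. Pearson's r between the lines was 0.977 for log2 RPKM across the 21223 genes with at least 1 read in each. By the same measure, r was 0.971 between Col-0 and line #3 and 0.975 between Col-0 and line #6, so that the OE lines resembled each other about as closely as each resembled Col-0. These are correlations across genes, which are not independent replicates, and have no p-value.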

The statistical analysis identified a total of 181 differentially expressed genes between OE lines and Col-0 using Q-value <0.05 as a cutoff, among which 114 (63%) were up-regulated and 67 (37%) were down-regulated with fold changes higher than 2. 

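Of the genes past the paper's rule of a Q-value under 0.05 and a ratio above 2 in each line, 114 were higher and 67 lower, 63.0% and 37.0% of 181. They are the same genes as in the authors' deposited list. Many were close to silent in one genotype: 33 of the higher genes had fewer than 10 reads in Col-0, and 24 of the lower genes had fewer than 10 reads in each OE line. Across both lines as replicates, 40 of the 114 higher genes and 23 of the 67 lower genes also had an adjusted p under 0.05 from edgeR. Among them was *HSP101*, which encodes a disaggregating chaperone, with a log2 fold change of 1.17 (SE 0.20, adjusted p = 0.0123 from edgeR), which missed the threshold with total reads (adjusted p = 0.0645). With TMM scaling in place of total reads the rule gave 84 higher and 79 lower genes, of which 81 and 62 were shared. Both comparisons use the same Col-0 library, which by itself makes genes pass in both lines. In 100 simulated sets of 3 unchanged libraries with the fitted dispersion, 38 to 80 genes passed the rule (mean 53.9). At 2 times that dispersion in all 3 libraries, 158 to 262 did. The fitted dispersion is a trend on expression, alike for genes of the same level, so these sets do not cover genes that vary more than the trend. Of genes compared in both lines, 309 were more than 2-fold higher at a Q-value under 0.05 in line #3 and 281 in line #6. They shared 114, where independent lists would share 4.15. Likewise 305 and 166 were lower and shared 67, where independent lists would share 2.42. Because the lists share Col-0, independence is not the value without change: the simulated sets at the fitted dispersion had means of 32.7 higher and 21.2 lower.

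**Figure D1:**
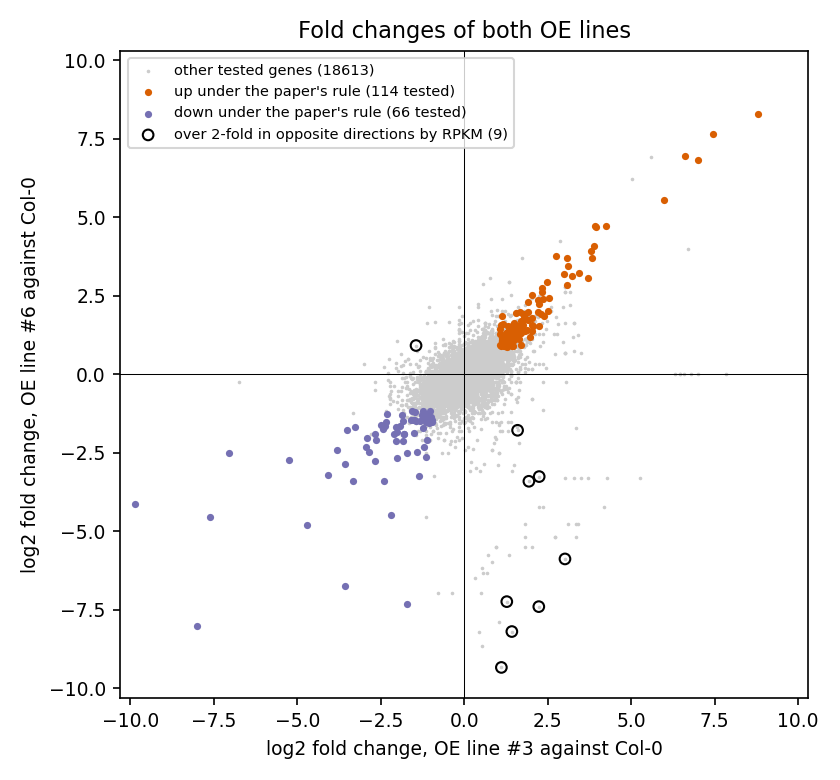
Log2 fold change (TMM) of each of the 18802 tested genes in OE line #3 (x axis) and OE line #6 (y axis) against the same Col-0 library. Colored points are genes up or down under the paper's rule, and circles mark the 9 genes that by RPKM, which scales by total reads, were over 2-fold in opposite directions, of which 8 lie at the lower right.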

With a more stringent screening Q-value of 0.001, table 1 contains 30 genes that were up-regulated more than three-fold in OE lines. These genes have been identified as participating in various aspects of plant physiological and biochemical activities, including stress response, metabolism, cellular transport, and so forth. 

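Among the up-regulated genes, *AtAPX2* and *MRD1*, with 1 read each in Col-0, had mean ratios of 128 and 62.3. *Hsp25.3-P* and *Hsp22.0-ER* had 0 reads in Col-0, so that their printed ratios rest on the 0.5 read put in place of 0, and the order of these 4 genes was not detectable. The smallest among the genes of Table 1 were those of AT5G48570 (*ROF2*), a peptidyl-prolyl isomerase of the FKBP family, at 3.35 and of *GASA1*, a gibberellin-regulated gene, at 3.39. Of the 114 up-regulated genes, 30 had a mean of both ratios above 3 and a mean of both Q-values under 0.001, and these are the genes of Table 1. With the limits set on each line separately, 28 remained, and those left out were *5PTASE11*, an inositol phosphatase gene with a ratio of 2.80 in line #3, and *GASA1*, with a ratio of 2.84 in line #6. In Col-0, 7 of the 30 had 3 reads or fewer and 10 had 9 or fewer, so that the ratios of these rest on few reads. Since the table was chosen on these libraries, the test on the same reads is not independent evidence.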

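Outside the Hsp genes, Table 1 holds genes of several kinds that rose in both OE lines. *UGT73C1*, which encodes a UDP-glucosyl transferase, rose to 8.43 ± 4.01 CPM (SD, n = 2 lines) against 0.819 in Col-0 (log2 fold change 3.35, SE 0.54, adjusted p = 0.00850 from edgeR), with log2 fold changes of 2.75 in line #3 and 3.76 in line #6. AT5G12110, which encodes a subunit of elongation factor 1B, rose to 91.5 ± 0.293 CPM (SD, n = 2 lines) against 19.3 in Col-0 (adjusted p = 4.6e-05 from edgeR). AT4G22505, annotated as a lipid-transfer protein, had a log2 fold change of 2.12 (SE 0.24, adjusted p = 3.7e-04 from edgeR). *GASA1* had a log2 fold change of 1.74 (SE 0.26, adjusted p = 0.00442 from edgeR). Of the retrotransposon genes, AT4G04410 had a log2 fold change of 2.10 (SE 0.30, adjusted p = 0.00277 from edgeR) and AT4G16870 had a log2 fold change of 1.93 (SE 0.39, adjusted p = 0.0488 from edgeR), the latter not past the threshold with DESeq2 (adjusted p = 0.680). Copies of such elements share sequence, so their reads are uncertain. *5PTASE11*, the subtilase gene AT4G21323 and the microRNA gene *MIR824A* did not pass the test, with adjusted p = 0.0618, 0.218 and 0.0898 from edgeR and 20, 2 and 1 reads in Col-0. In the authors' deposited table, 17 of the 114 up-regulated genes carry a pathway category, 5 of them for protein folding, sorting and degradation. Of 30 genes of the gibberellin pathway and the GASA family listed before the data were examined, 19 were tested, of which *GASA1* was higher and none was lower (also 1 higher and 2 lower when adjusted over the list alone). For this list camera on the edgeR fit gave an adjusted p = 0.406, and 0.779 with an estimated correlation.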

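Small Hsps, chaperones that bind unfolding proteins, were higher in the OE lines where called. Of 19 small Hsp genes listed before the data were examined, 17 were tested, 9 were higher and none was lower (10 higher when adjusted over the list alone). *Hsp17.7-CII* went from 4.91 CPM in Col-0 to 77.9 ± 7.47 (SD, n = 2 lines), with a log2 fold change of 3.98 (SE 0.25, adjusted p = 2.3e-06 from edgeR). *Hsp15.7-CI* rose to 39.4 ± 8.89 CPM (SD, n = 2 lines) against 1.74 in Col-0 (log2 fold change 4.49, SE 0.33, adjusted p = 8.1e-06 from edgeR). *Hsp17.6B-CI* rose to 24.0 ± 2.46 CPM (SD, n = 2 lines) against 3.07 in Col-0 (log2 fold change 2.96, SE 0.27, adjusted p = 4.6e-05 from edgeR). The median log2 fold change of the list was 1.27 in line #3 and 2.01 in line #6, above those of all 10000 random lists matched on expression. As a set, these genes had an adjusted p = 2.1e-52 from camera on the edgeR fit, and 0.573 with an estimated correlation. Several of them are in Table 1, which was chosen on these libraries and seen beforehand. Neither the set test nor the comparison with random lists is thus independent evidence. Of the list, 13 of the 17 were above 0 in line #3 and 13 in line #6. Of 18 genes of the Hsp70 family, 17 were tested, of which *Hsp70T-2* and *Hsp70* (AT3G12580) were higher and *HSC70-2* was lower (5 higher and 3 lower when adjusted over the list alone). Camera on the edgeR fit gave the set an adjusted p = 0.0315, and 0.779 with an estimated correlation. *Hsp70T-2* and *Hsp70* are in Table 1, so this set test is not independent evidence either. *Hsp70* rose to 1298 ± 196 CPM (SD, n = 2 lines) against 362 in Col-0 (log2 fold change 1.84, SE 0.26, adjusted p = 0.00284 from edgeR). *HSC70-2* fell to 230 ± 60.8 CPM (SD, n = 2 lines) against 514 in Col-0 (log2 fold change -1.16, SE 0.23, adjusted p = 0.0398 from edgeR), and it missed the threshold with total reads (adjusted p = 0.235). Members of one class are similar in sequence, so reads may be shared between them.

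**Figure D2:**
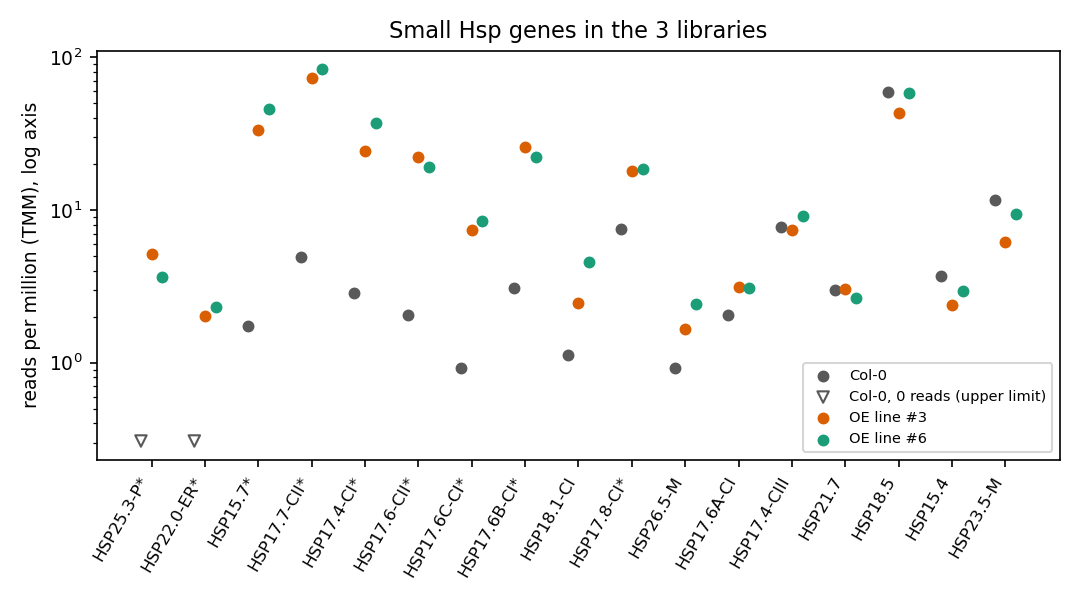
CPM after TMM scaling (log axis) of the 17 tested small Hsp genes in the libraries of Col-0, OE line #3 and OE line #6. An asterisk marks an adjusted p under 0.05 from edgeR, and a triangle is the limit that 0 reads allow. The 9 marked genes are higher in both OE lines.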

Not surprisingly, Hsp genes dominated the list, and most of these were small Hsp genes. Hsps can function as molecular chaperones in stabilizing membranes, preventing non-native aggregation, and facilitating the subsequent refolding of non-native proteins [16], [76], [77], [78], [79]. 

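Of the co-chaperones and other genes of the heat stress response, the called members were also higher. Of 15 such genes listed before the data were examined, 14 were tested, 5 were higher and none was lower (6 higher when adjusted over the list alone). With camera on the edgeR fit, the list had an adjusted p = 5.6e-16, and 0.573 with an estimated correlation. Some of its genes are in Table 1, which was chosen on these libraries. By sign, 9 of the 14 were above 0 in line #3 and 11 in line #6. AT4G12400 (*HOP3*), which encodes a co-chaperone, rose to 52.0 ± 2.16 CPM (SD, n = 2 lines) against 15.0 in Col-0 (log2 fold change 1.79, SE 0.20, adjusted p = 3.7e-04 from edgeR). *ROF2*, an FKBP-type isomerase, was at 184 ± 0.634 CPM (SD, n = 2 lines) against 56.6 in Col-0 (adjusted p = 6.1e-04 from edgeR). *Hsa32*, needed for the persistence of acquired thermotolerance, had a log2 fold change of 2.28 (SE 0.39, adjusted p = 0.0142 from edgeR). With DESeq2, *Hsa32* missed the threshold (adjusted p = 0.241). *Hsa32* overlaps AT4G21323 of Table 1 in the annotation, so the reads of both are uncertain. *HSP101* alone was higher among 13 genes of the Hsp90, Hsp100 and Hsp60 families, and none was lower (2 higher and 2 lower when adjusted over the list alone). For this list camera on the edgeR fit gave an adjusted p = 0.413, and 0.779 with an estimated correlation.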

Other stress responsive genes, such as *AtAPX2*, were indicated in table 1. *AtAPX2*, up-regulated more than 100-fold, encodes cytosolic ascorbate peroxidase, which scavenges reactive oxygen species [80]. 

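*AtAPX2* (AT3G09640) had 1 read in Col-0, 121 in line #3 and 164 in line #6, a ratio of the OE lines to Col-0 of 124 with a 95% counting interval of 22.0 to 4899. The interval is wide because the Col-0 value rests on 1 read, and the SE derived from the test does not show that width. *AtAPX2* had a log2 fold change of 6.79 (SE 0.59, adjusted p = 3.0e-05 from edgeR). It was the gene called among the antioxidant enzymes: of 18 genes of ascorbate peroxidases, catalases and superoxide dismutases listed before the data were examined, all 18 were tested, *AtAPX2* was higher and none was lower, also when adjusted over the list alone. The median log2 fold change of the list was 0.13 in line #3 and 0.039 in line #6, and the mean over both lines was 0.45. As a set, these genes had an adjusted p = 0.0251 from camera on the edgeR fit, and 0.779 with an estimated correlation. *AtAPX2* is in Table 1, which was chosen on these libraries and seen beforehand, so the set test is not independent evidence.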

Expression of *AtAPX2* could help plants maintain the activity of the antioxidant system which protects plants from oxidative damage due to adverse stresses [81]. *AtAPX2* was previously shown to be a direct target gene of AtHsfA2 [21]. 

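*AtGolS1* (AT2G47180) rose from 57.8 CPM in Col-0 to 207 ± 18.2 (SD, n = 2 lines), with a log2 fold change of 1.84 (SE 0.21, adjusted p = 4.1e-04 from edgeR). It was the only gene called among those of galactinol and raffinose synthesis: of 12 listed before the data were examined, 6 were tested, 1 was higher and none was lower, also when adjusted over the list alone. Camera on the edgeR fit gave the set an adjusted p = 0.413, and 0.813 with an estimated correlation.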

*AtGolS1* encodes galactinol synthase, the rate-limiting enzyme of raffinose oligosaccharide synthesis. *AtGolS1* mainly functions in drought and high-salinity stress tolerance [82]. We also detected the up-regulated gene *AtMAF5* which encodes a negative regulator of flowering time [83], [84], [85]. 

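*AtMAF5* (AT5G65080), a MADS-box gene of the *FLC* family, had 4 reads in Col-0, 64 in line #3 and 74 in line #6, with a log2 fold change of 3.86 (SE 0.52, adjusted p = 0.00175 from edgeR). Of 16 floral repressor genes listed before the data were examined, 15 were tested, *AtMAF5* was higher and none was lower, also when adjusted over the list alone. With camera on the edgeR fit, the list had an adjusted p = 0.0251, and 0.779 with an estimated correlation. The median log2 fold change of the list was 0.25 in line #3 and 0.078 in line #6, and the mean over both lines was 0.47. *AtMAF5* is in Table 1, which was chosen on these libraries and seen beforehand, so the set test is not independent evidence. *MAF4*, the neighbor and paralog of *AtMAF5*, had 8, 15 and 6 reads in Col-0, line #3 and line #6 (adjusted p = 0.990 from edgeR). The rise of *AtMAF5* starts from 4 reads in Col-0.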

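Genes that promote flowering showed no called change in the OE lines. Of 16 floral promoters and meristem identity genes listed before the data were examined, 10 were tested and none was higher or lower (none higher and 1 lower when adjusted over the list alone). For this list camera on the edgeR fit gave an adjusted p = 0.184, and 0.813 with an estimated correlation. *FUL*, a MADS-box gene of the inflorescence meristem, was at 6.69 ± 1.43 CPM (SD, n = 2 lines) against 14.1 in Col-0 (log2 fold change -1.08, SE 0.25, adjusted p = 0.119 from edgeR). *SPL3* had a log2 fold change of -0.57 (SE 0.30, adjusted p = 0.745 from edgeR). Of 14 floral organ genes, 8 were tested and none passed over all genes or when adjusted over the list alone, with a median log2 fold change of -0.089 in line #3 and -1.41 in line #6. As a set, these genes had an adjusted p = 0.0131 from camera on the edgeR fit, and 0.779 with an estimated correlation. All 8 were lower in line #6 and 5 of them in line #3, *SHP1* among them with 39 reads in Col-0, 22 in line #3 and 16 in line #6.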

The late flowering phenotype observed in *SlHsfA3* OE plants may be due, at least in part, to the up-regulation of *AtMAF5*. *AtEGY3* encodes an S2P-like putative metalloprotease which accumulates in response to heat, high light intensity, and hydrogen peroxide [20]. These results suggested that SlHsfA3 may regulate a group of stress-related genes, a notion consistent with the fact that the *SlHsfA3* OE lines exhibited better performance under heat stress.

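*AtEGY3* (AT1G17870) was at 124 ± 21.6 CPM (SD, n = 2 lines) against 12.7 in Col-0, with a log2 fold change of 3.29 (SE 0.24, adjusted p = 8.1e-06 from edgeR). The rise was 3.10 on the log2 scale in line #3 and 3.46 in line #6.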

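Over the heat stress genes listed before the data were examined, called rises lay in the small Hsps and part of the Hsp70 family. The others were *HSP101*, *HSFB2A* and members of the list of co-chaperones and other heat stress genes. The transcription factors of the Hsf family showed no common direction: of 21 Hsf genes, 15 were tested, *HSFB2A* was higher and *AtHsfA2* lower (1 higher and 1 lower when adjusted over the list alone). Camera on the edgeR fit gave the set an adjusted p = 0.827, and 0.977 with an estimated correlation. *HSFB2A* had a log2 fold change of 1.11 (SE 0.22, adjusted p = 0.0461 from edgeR), and it missed the threshold with total reads and with DESeq2. In all, 23 lists were tested, of which 11 passed an adjusted p of 0.05 from camera, 6 as higher and 5 as lower, and none with an estimated correlation. The latter test rests on 1 residual degree of freedom and could hardly pass, whereas the former assumes a correlation of 0.01. From the up-regulation of Hsp genes, *AtAPX2*, *AtGolS1*, *AtMAF5* and *AtEGY3*, the paper proposes that SlHsfA3 may regulate a group of stress-related genes, and it sets this beside the better performance of the OE lines under heat stress.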

**Table 1:** Up-regulated genes in *35S:SlHsfA3* transgenic plants (Q-value <0.001; fold change >3).

Gene locus	Annotation	Fold change	Q-value
***HSP***			
**AT4G27670**	Hsp25.3-P	87.1	7.97E-10
**AT4G10250**	Hsp22.0-ER	43.9	2.24E-05
AT5G37670	Hsp15.7-CI	23.6	4.01E-72
AT5G12030	Hsp17.7-CII	16.4	1.33E-149
AT3G46230	Hsp17.4-CI	11.2	1.74E-41
AT5G12020	Hsp17.6-CII	10.4	2.72E-39
AT1G53540	Hsp17.6C-CI	8.9	9.45E-13
AT2G29500	Hsp17.6B-CI	8.0	2.37E-41
AT2G32120	Hsp70T-2	6.1	3.55E-13
**AT4G21320**	Heat stress-associated 32 (Hsa32)	5.0	4.17E-09
AT3G12580	Hsp70, putative (Hsp70)	3.7	0.00E+00
***Transcription factor***			
**AT5G65080**	MADS-box family protein (MAF5)	15.4	2.04E-12
***Stress response***			
**AT3G09640**	Ascorbate peroxidase 2 (APX2)	128.0	4.01E-26
AT2G36750	UDP-glucosyl transferase family protein	10.9	5.08E-09
AT4G12400	Stress-inducible protein, putative	3.6	1.72E-48
***Metabolism***			
AT2G47180	Galactinol synthase (GolS1)	3.7	6.16E-164
AT1G47510	Inositol polyphosphate 5-phosphatase 11	3.6	7.96E-05
***Protein fate***			
**AT1G17870**	S2P-like putative metalloprotease (ATEGY3)	10.2	7.17E-187
AT4G21323	Subtilase family protein	9.8	4.10E-04
AT5G12110	Elongation factor 1B alpha-subunit 1	4.9	4.90E-109
AT5G48570	Peptidyl-prolyl cis–trans isomerase	3.4	3.96E-150
***Cellular transport***			
AT4G22505	Bifunctional inhibitor/lipid-transfer protein	4.5	1.94E-44
***Unclassified protein*** **/RNA**			
AT1G53480	*Arabidopsis* MTO1 Responding Down 1	62.3	2.64E-14
AT4G24415	miRNA824A	23.9	2.14E-04
AT1G53490	RING/U-box superfamily protein	14.2	5.91E-30
AT4G04410	Copia-like retrotransposon family	4.4	2.77E-15
AT4G16870	Copia-like retrotransposon family	3.9	2.65E-06
AT1G75750	Gibberellin-regulated protein 1 (GASA1)	3.4	1.12E-59
***Unknown protein***			
AT4G23493	Expressed protein	22.6	2.10E-10
AT3G10020	Expressed protein	5.8	5.73E-23

Fold change indicates the average of up-regulation in both lines compared with Col-0. Expressions of six bold-faced genes in this table and two other down-regulated genes (Table S1) were verified by qRT-PCR analysis (Fig. S5).

Genes that were down-regulated in the *SlHsfA3* OE lines (Table S1) also provided some useful information. Two of these genes were found to be related to pathogen responses. 

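The genes of Table S1 that fell furthest were low in both OE lines. *FAR6*, which encodes a fatty acid reductase, had 105 reads in Col-0, 0 in line #3 and 7 in line #6, with a log2 fold change of -5.06 (SE 0.58, adjusted p = 3.7e-04 from edgeR); line #6 alone was at -4.13 and line #3 at least 39.1-fold lower. The defensin-like genes AT1G34047 and AT4G11393 had a log2 fold change of -3.47 (SE 0.43, adjusted p = 8.6e-04 from edgeR) and a log2 fold change of -3.16 (SE 0.49, adjusted p = 0.00657 from edgeR). By line, AT1G34047 was at -5.24 in line #3 and -2.73 in line #6 on the log2 scale, and AT4G11393 at -3.58 in line #3 and -2.84 in line #6. AT2G36255 had 22 reads in Col-0, 0 in line #3 and 1 in line #6 (adjusted p = 0.0419 from edgeR). AT1G22480, which encodes a cupredoxin, had a log2 fold change of -3.57 (SE 0.69, adjusted p = 0.0337 from edgeR), with -4.08 in line #3 and -3.21 in line #6. *DIP2* (AT5G03210) had a log2 fold change of -2.22 (SE 0.41, adjusted p = 0.0281 from edgeR). With DESeq2 none of these defensin-like genes, *FAR6*, AT1G22480 and *DIP2* passed. Of the genes of the iron deficiency response, the called members were lower: of 21 listed before the data were examined, 18 were tested, 3 were lower and none was higher (8 lower when adjusted over the list alone). Among them, *BHLH38* and *BHLH100*, transcription factors of this response, had a log2 fold change of -1.66 (SE 0.33, adjusted p = 0.0431 from edgeR) and a log2 fold change of -1.87 (SE 0.35, adjusted p = 0.0320 from edgeR). On the log2 scale *BHLH38* was -1.20 in line #3 and -2.31 in line #6, and *BHLH100* -1.43 in line #3 and -2.48 in line #6. *IMA2* (AT1G47395), a short peptide gene, had a log2 fold change of -1.47 (SE 0.28, adjusted p = 0.0300 from edgeR). The median log2 fold change of the list was -0.64 in line #3 and -0.52 in line #6. With camera on the edgeR fit, the list had an adjusted p = 6.1e-15, and 0.573 with an estimated correlation. With fry the list had an adjusted p = 0.290, and 0 of the 18 were above 0 in line #3 and 3 in line #6. Table S1 holds 5 genes of this list, which the study chose on these libraries. With DESeq2 *BHLH38*, *BHLH100* and *IMA2* missed the threshold. The neighbors *BHLH38* and *BHLH39*, and *IMA2* and *IMA3*, may share reads.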

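Genes of the pathogen response moved both ways, with the called members lower. Of 24 listed before the data were examined, all 24 were tested, 3 were lower and none was higher (8 lower and 4 higher when adjusted over the list alone). For this list camera on the edgeR fit gave an adjusted p = 0.00289, and 0.779 with an estimated correlation. *AZI1*, which encodes a lipid-transfer protein, fell to 7.55 ± 3.68 CPM (SD, n = 2 lines) against 24.6 in Col-0 (log2 fold change -1.69, SE 0.29, adjusted p = 0.0141 from edgeR), with log2 fold changes of -2.31 in line #3 and -1.27 in line #6. The thionin gene AT1G66100 fell to 7.66 ± 5.12 CPM (SD, n = 2 lines) against 25.0 in Col-0 (log2 fold change -1.71, SE 0.35, adjusted p = 0.0481 from edgeR), with log2 fold changes of -1.15 in line #3 and -2.62 in line #6. With DESeq2 *AZI1* and AT1G66100 missed the threshold, with adjusted p = 0.174 and 1.000. *VSP1*, a vegetative storage protein gene induced by jasmonate, had a log2 fold change of -0.85 (SE 0.17, adjusted p = 0.0488 from edgeR), and it missed the threshold with total reads and with DESeq2 (adjusted p = 0.489 and 0.474). The median log2 fold change of the list was -0.21 in line #3 and -0.17 in line #6, and 3 of its genes are in Table S1, chosen on these libraries.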

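Thionin 2.1 (AT1G72260) had 63 reads in Col-0, 6 in line #3 and 22 in line #6, with a log2 fold change of -2.37 (SE 0.49). It was -3.52 on the log2 scale in line #3 and -1.76 in line #6, and its adjusted p = 0.0527 from edgeR did not pass the threshold, whereas that with RLE size factors did (adjusted p = 0.0490 from edgeR).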

Thionin 2.1, a cysteine-rich protein, has the antibacterial and antifungal activities, properties that may be useful in the treatment of mammalian infectious diseases [86], [87]. 

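Among genes of the secondary cell wall, which is laid down in xylem and fibers, the called members were lower in both OE lines. Of 32 listed before the data were examined, 27 were tested, 4 were lower and none was higher (13 lower and 2 higher when adjusted over the list alone). Those lower were the cellulose synthase genes *CESA4* and *CESA7*, the laccase gene *LAC4*, which acts in lignification, and the peroxidase gene *PRX64*. *CESA4* fell to 11.5 ± 2.09 CPM (SD, n = 2 lines) against 28.6 in Col-0 (log2 fold change -1.32, SE 0.21, adjusted p = 0.00735 from edgeR). *CESA7* fell to 5.42 ± 0.244 CPM (SD, n = 2 lines) against 19.8 in Col-0 (log2 fold change -1.86, SE 0.23, adjusted p = 7.1e-04 from edgeR). With DESeq2, *CESA4* and *LAC4* missed the threshold, with adjusted p = 0.249 and 1.000. *PRX64* had a log2 fold change of -2.59 (SE 0.28, adjusted p = 3.2e-04 from edgeR). *LAC4* had a log2 fold change of -1.53 (SE 0.31, adjusted p = 0.0473 from edgeR). *MYB103*, a transcription factor of secondary wall formation, had 33 reads in Col-0, 5 in line #3 and 7 in line #6 and did not pass (adjusted p = 0.0855 from edgeR). The median log2 fold change of the list was -0.80 in line #3 and -0.80 in line #6, and 5 of its genes are in Table S1, chosen on these libraries. As a set, these genes had an adjusted p = 4.1e-14 from camera on the edgeR fit, and 0.573 with an estimated correlation. With fry the adjusted p was 0.464, and 9 of the 27 were above 0 in line #3 and 7 in line #6. The tested floral organ genes and tapetum and pollen genes were all lower in line #6 as well, whereas in line #3 the floral organ genes went both ways and most tapetum and pollen genes were higher.

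**Figure D3:**
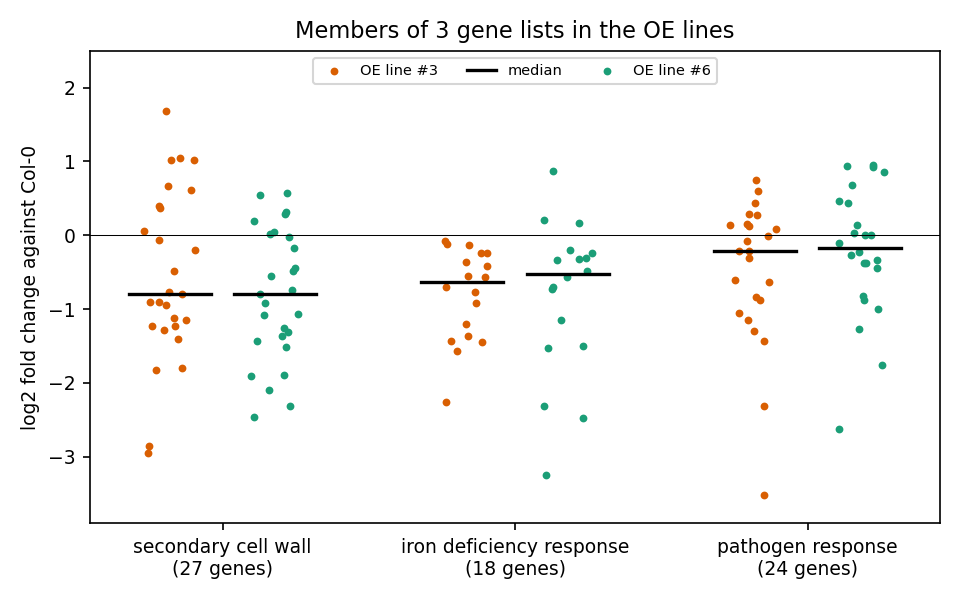
Log2 fold change (TMM) against Col-0 of each tested gene of the secondary cell wall, iron deficiency and pathogen response lists in OE line #3 and OE line #6; bars are medians. The medians of the secondary cell wall genes lie at -0.80 and -0.80.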

*CESA4* encodes a cellulose synthase involved in secondary cell wall biosynthesis and functions as a negative factor on disease resistance in *Arabidopsis* [88]. Interestingly, the expression of *AtHsfA2*, which is a key regulator in HS response, was dampened in *SlHsfA3* OE lines (Table S1). To confirm this result, we performed an independent biological experiment to test the reduced expression of *AtHsfA2*. 

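*AtHsfA2* (AT2G26150) had 163 reads in Col-0, 45 in line #3 and 54 in line #6, with a log2 fold change of -1.92 (SE 0.25, adjusted p = 0.00113 from edgeR), which is 3.79-fold lower. With DESeq2 the adjusted p was 0.0699, which misses the threshold. The fall was -2.01 on the log2 scale in line #3 and -1.84 in line #6.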

Eight-day-old seedlings of Col-0 and four OE lines (#2, #3, #6 and #10), grown on MS medium under standard conditions, were collected for RNA extraction and qRT-PCR analysis. As shown in Figure S4, the expression of *AtHsfA2* was clearly down-regulated obviously in all four OE lines. The underlying mechanism for this finding warrants further investigation.

To validate the expression profiles obtained by RNA-seq, we performed qRT-PCR analyses, using the same RNA samples as those used for RNA-seq, on eight genes randomly selected from Table 1 and Table S1. 

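In the RNA-seq libraries, the genes marked in Table 1 and Table S1 as taken for qRT-PCR were higher or lower in both OE lines. *AtAPX2* was at 12.6 ± 2.13 CPM (SD, n = 2 lines) against 0.102 in Col-0. *AtMAF5* was at 6.12 ± 0.352 CPM (SD, n = 2 lines) against 0.409 in Col-0. *Hsa32* was at 7.98 ± 1.80 CPM (SD, n = 2 lines) against 1.64 in Col-0. *Hsp25.3-P* was at 4.37 ± 1.08 CPM (SD, n = 2 lines) and *Hsp22.0-ER* at 2.17 ± 0.216, and neither of the last 2 had a read in Col-0. *AtHsfA2* was at 4.39 ± 0.367 CPM (SD, n = 2 lines) against 16.7 in Col-0. *FAR6* was at 0.301 ± 0.426 CPM (SD, n = 2 lines) against 10.7 in Col-0. The qRT-PCR used the RNA of the same pools, so both methods measured the same 3 pools. *ACTIN7*, the gene used for normalization in the paper, had a log2 fold change of -0.10 (SE 0.20, adjusted p = 0.970 from edgeR). This value pools the lines: the deposited ratios of *ACTIN7*, scaled by total reads, were 0.825 in line #3 and 1.11 in line #6.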

For all eight genes, the results agreed well with the RNA-seq data (Fig. S5). The complete gene expression profiling of our materials is provided in Table S3.

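The deposited profile lists 33602 genes, of which 23538 had at least 1 read in some library and 10064 had none. Genes with reads numbered 22051 in Col-0, 22319 in line #3 and 21951 in line #6. The gene with the most reads in each library was AT3G41768, a ribosomal RNA gene, with 6.68%, 8.33% and 4.60% of the reads. The deposited RPKM values equaled reads over gene length and the total of reads in genes within 1e-06 in all 3 libraries. Across the 18802 tested genes, the fold changes of lines #3 and #6 against Col-0 had r = 0.507 and a covariance of 0.139. Because both comparisons share the Col-0 library, 100 simulated sets of unchanged libraries gave a mean r of 0.522 (0.499 to 0.545) and a covariance of 0.102. Over the 12857 genes with at least 50 reads in every library, r was 0.580, above the 0.480 to 0.520 of the simulated sets (mean 0.502). Over all tested genes the covariance exceeded the simulated one by 0.0376. With the dispersion of all 3 simulated libraries doubled, the difference was -0.0159, and the observed covariance lay below the simulated range of 0.145 to 0.163. These sets, too, gave each gene the dispersion of the trend on expression.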

### SlHsfA3 directly regulates the expression of *SlHsp26.1-P* and *SlHsp21.5-ER*

The heat stress transcription factor SlHsfA3, like other members of tomato Hsfs, could serve as a key regulator in the HS response characterized by the expression of Hsp genes. 

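*Hsp25.3-P* (AT4G27670), a small Hsp of the chloroplast, had 0 reads in Col-0, 56 in line #3 and 42 in line #6, at least 14.2-fold higher against the 3 reads that a count of 0 allows in Col-0 (adjusted p = 0.00224 from edgeR). *Hsp22.0-ER* (AT4G10250), a small Hsp of the endoplasmic reticulum, had 0 reads in Col-0, 22 in line #3 and 27 in line #6, at least 7.08-fold higher by the same floor (adjusted p = 0.0382 from edgeR). With DESeq2 both missed the threshold, with adjusted p = 0.112 and 0.642. For *Hsp15.7-CI*, with 17 reads in Col-0, the fold change was 22.5, above both of these lower bounds, so that the order of the 3 genes was not detectable at this depth.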

As shown in Table 1, *Hsp25.3-P* and *Hsp22.0-ER* were the two most up-regulated sHsp genes. Based on this point, *SlHsp26.1-P* and *SlHsp21.5-ER*, two genes of tomato closely homologous to *Arabidopsis Hsp25.3-P* and *Hsp22.0-ER*, respectively, were screened using the BlAST server provided by sol genomic network (http://solgenomics.net). It is well known that Hsfs recognize and bind HSEs conserved in promoters of HS-inducible genes to function their way [3]. HSEs were commonly observed in the 5′ upstream region of the two genes (Fig. 8A), supporting a scenario that SlHsfA3 may directly associate with their promoters. HSEs were drawn according to the nomenclature of Scharf *et* *al*. (2001) [89]. A DNA EMSA was conducted to test the hypothesis that SlHsfA3 could directly bind the HSEs-containing DNA fragments present in the promoter regions of *SlHsp26.1-P* and *SlHsp21.5-ER*. Full-length SlHsfA3 protein was expressed as a maltose binding protein (MBP) fusion protein in *E. coli* and affinity purified. As shown in Figure 8B, the SlHsfA3-MBP fusion proteins were able to bind Biotin-labeled DNA probes containing several of the HSEs indicated in Figure 8A. Furthermore, this binding capacity could be effectively competed in a dose-dependent manner by the addition of excess amount of cold competitor probes, but not by the mutant form of probes (Fig. 8B). These results reveal that SlHsfA3 regulates *SlHsp26.1-P* and *SlHsp21.5-ER* expression through direct association with their promoters.

**Figure 8:**
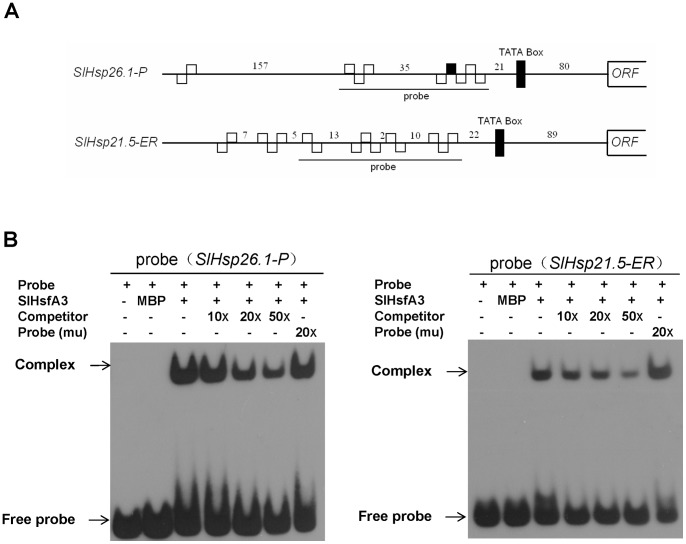
SlHsfA3 directly binds to the promoter regions of *SlHsp26.1-P* and *SlHsp21.5-ER*. (A) Illustration of the *SlHsp26.1-P* and *SlHsp21.5-ER* promoter regions showing the presence of HSEs DNA motifs. HSEs are drawn according to the nomenclature of Nover *et* *al*. (2001) [3]. Numbers in between indicate the distance in bp. The TATA box is also indicated in the schematic diagram. (B) EMSA assays showing that SlHsfA3 binds the HSEs motifs present in the *SlHsp26.1-P* and *SlHsp21.5-ER* promoters *in vitro*. SlHsfA3-MBP recombinant protein was expressed in *E. coli* cells. The corresponding probes were indicated in (A) and labeled with biotin. Competition for SlHsfA3 binding was performed with 10X, 20X and 50X cold unlabeled probes and 20X mutated probes. For details see Materials and methods.

Further evidence supporting this conclusion came from the well-established transient expression assay in *N. benthamiana* leaves. We verified the activation effect of SlHsfA3 on the expression of a reporter containing the *SlHsp26.1-P* or *SlHsp21.5-ER* promoter fused with the firefly luciferase gene (*LUC*). When the *SlHsp26.1-P_pro_*:*LUC* or *SlHsp21.5-ER_pro_*:*LUC* reporter or *35S_pro_* **:** *SlHsfA3* effector was infiltrated into *N. benthamiana*, the LUC activity could be barely detected. Co-infiltration of *SlHsp26.1-P_pro_*:*LUC* or *SlHsp21.5-ER_pro_*:*LUC* with the *35S_pro_* **:** *SlHsfA3* construct gave rise to an obvious induction in luminescence intensity (Fig. 9A, B, D, E), suggesting that SlHsfA3 can activate the above two reporter expressions in this transient expression assay. As a parallel, *35S_pro_* **:** *SlHsfA3*Δ*C*, in which the transcriptional activation domain was deleted, together with *SlHsp26.1-P_pro_*:*LUC* or *SlHsp21.5-ER_pro_*:*LUC* were co-infiltrated into *N. benthamiana* leaves. As shown in Figure 9, the activation effect of SlHsfA3ΔC on reporter expression was abolished. Taken together, our transient expression assays in *N. benthamiana* leaves indicated that SlHsfA3 directly activates *SlHsp26.1-P* and *SlHsp21.5-ER* expression in vivo.

**Figure 9:**
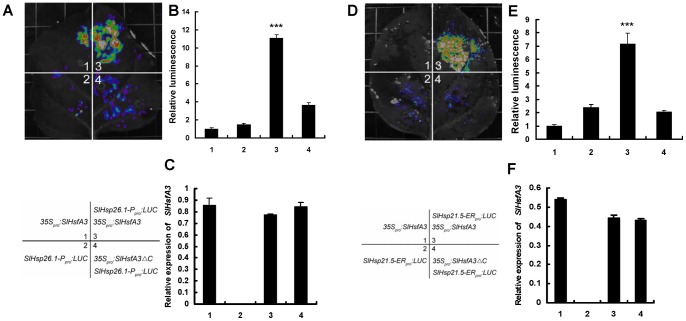
SlHsfA3 activates *SlHsp26.1-P* and *SlHsp21.5-ER* expression as revealed by transient assays of *N. benthamiana* leaves. (A) Transient expression assays showing that SlHsfA3 activates the expression of *SlHsp26.1-P*. Representative images of *N. benthamiana* leaves 72 h after infiltration are shown. The bottom panel indicates the infiltrated constructs and treatments. (B) Quantitative analysis of luminescence intensity in (A). Five independent determinations were assessed. Error bars represent SD. Asterisks denote Student's *t* test significance compared with control plants: ***P<0.001. (C) qRT-PCR analysis of *SlHsfA3* expression in the infiltrated leaf areas shown in (A). Total RNAs were extracted from leaves of *N. benthamiana* coinfiltrated with the constructs. Five independent determinations were assessed. Error bars represent SD. (D–F) Transient expression assays showing that SlHsfA3 activates the expression of *SlHsp21.5-ER*. Experiment procedures were the same as transient expression assays for *SlHsp26.1-P*.

The results obtained from EMSA and transient expression assays of *N. benthamiana* leaves helped us successfully identify two direct target genes of SlHsfA3. Due to the effectiveness and reliability of the two approaches, we expect to find out other bona fide target genes of SlHsfA3 in our follow-up work.

## Discussion

High temperature is one of the major limiting factors that could considerably reduce the yield of crops and impair their wider distribution. Therefore, exploring the complex molecular mechanism of plant response to HS has become a crucial subject of agricultural significance in recent years. Hsfs are the critical components that serve to regulate the expression of genes responsive to HS as transcription factors [2], [4], [5]. Hsfs have been well investigated in tomato and *Arabidopsis*. To date, a total of 24 predicted Hsf members have been identified in tomato [17]. One of these members, namely, SlHsfA3 is described here. This protein contains nearly all of the important signature domains of plant-specific Hsf proteins such as DBD, HR-A/B and AHAs (Fig. 1). The grouping of SlHsfA3 (class A) is due to an insertion of 21 amino acid residues between HR-A and HR-B [3]. The sequence alignment between SlHsfA3 and AtHsfA3 exhibited 36.87% amino acid identity.

The correlation between Hsfs and various abiotic stresses have been well established in previous studies [20], [22], [41], [42]. In this study, evidence from qRT-PCR analysis in tomato revealed that *SlHsfA3* could be strongly induced by high temperature, moderately by high salinity and slightly by drought, but was not induced by exogenous ABA treatment (Fig. 2, S1). It is possible that SlHsfA3 functions in an ABA-independent manner. The fact that *SlHsfA3_pro_*:*GUS* activity was boosted by HS and that seeds of *Arabidopsis* overexpressing *SlHsfA3* showed hypersensitivity to salt stress supports the link between SlHsfA3 and these abiotic stresses (Fig. 3, 7). In addition, as expected, *SlHsfA3* is capable of conferring increased thermotolerance to transgenic *Arabidopsis* (Fig. 5).

*SlHsfA3* could be induced, to different extents, by high salinity and drought as described above, whereas the *SlHsfA3*-overexpressing *Arabidopsis* plants did not exhibit any enhanced salt and dehydration tolerance compared with Col-0. This could be attributed to the inherent weak involvement of SlHsfA3 in these two signaling pathways and/or to the difference between species that limits the functioning of SlHsfA3.

To better understand the function of SlHsfA3, we used the Illumina Hiseq 2000 system to conduct RNA-seq experiments because of its superiority over the traditional microarray methods [90], [91], [92]. RNA-seq reports a larger dynamic range of expression levels than do microarray hybridizations. The gene expression comparison using our RNA-seq data confers the identification of a robust set of heat-responsive genes that could be used to advance us toward deciphering the high temperature regulatory networks. For example, the expression of several Hsps genes, including *Hsp25.3-P*, *Hsp22.0-ER*, *Hsp17.4-CI* and *Hsp17.6-CII*, as well as other stress-related genes such as *AtAPX2* could be up-regulated by the introduction of SlHsfA3. 

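*Hsp17.4-CI* (AT3G46230) was at 30.8 ± 9.16 CPM (SD, n = 2 lines) against 2.87 in Col-0, with a log2 fold change of 3.42 (SE 0.33, adjusted p = 7.0e-05 from edgeR). *Hsp17.6-CII* (AT5G12020) was at 20.7 ± 2.25 CPM (SD, n = 2 lines) against 2.05 in Col-0, with a log2 fold change of 3.33 (SE 0.29, adjusted p = 4.1e-05 from edgeR). *Hsp17.6C-CI* (AT1G53540) had a log2 fold change of 3.09 (SE 0.41, adjusted p = 0.00175 from edgeR). *Hsp17.6-CII* lies next to *Hsp17.7-CII* on the same strand, and reads that pass from one to the other cannot be excluded.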

Previous studies have shown that these stress-responsive genes could also be activated by other plant Hsfs [20], [22], [25], [45]. These findings all point to a probable functional redundancy of plant Hsfs. In addition, as mentioned in the introduction to this paper, AtHsfA2 was proved to be a key regulator of thermotolerance in plants. The reduced expression of *AtHsfA2* in *SlHsfA3* OE lines was found in our RNA-seq data (Table S1) and confirmed by independent qRT-PCR experiments (Fig. S4). An antagonistic effect may exist between the two transcription factors. Further molecular and biochemical studies are needed to testify this hypothesis.

Plant flowering is under the control of both environmental stimuli and endogenous cues. Several pathways affecting flowering, such as photoperiod, vernalization, and GA pathways, have been extensively reviewed [93], [94], [95]. In our study, bolting and flowering of transgenic plants were delayed by several days as compared with Col-0 plants (Fig. 6B), and no other differences in growth and development could be observed. It is intriguing that *AtMAF5*, a negative regulator of flowering time, was among the set of up-regulated genes derived from our RNA-seq data (Table 1). The up-regulation of *AtMAF5* is very likely to contribute to the delayed flowering of transgenic *Arabidopsis*. These results proposed a role for *SlHsfA3* in plant reproductive growth.

Seed germination, one of the key steps during seedling development, is the beginning of the life cycle for many higher plants. Under abiotic stresses, the delay of seed germination might be due, in a large part, to the complex crosstalk between phytohormones [96]. In our study, *SlHsfA3* over-expression transgenic plants were hypersensitive to salt stress during the germination stage. In addition, under salt stress, the induction levels of two key regulatory genes of seed germination in the GA signaling pathway, *AtLEP* and *AtRGL2*, were significantly altered in seeds of transgenic lines compared to the induction levels of these genes seen in Col-0 seeds (Fig. 7E, F). This result was well-matched with the salt-hypersensitivity phenotype. We speculate that SlHsfA3 might interact with the GA pathway in controlling seed germination in response to high salinity. However, further studies are necessary to clarify the role of SlHsfA3 in the GA signaling pathway.

During high-temperature stress, transcription of Hsp encoding genes was the most common event triggered by the major components Hsfs [5], [17]. Hsp genes encode proteins that act primarily as molecular chaperones responsible for the stabilization of proteins and membranes under stress conditions [16]. To make a preliminary identification of the direct target genes of SlHsfA3 and based on the RNA-seq data, we found out two tomato Hsp genes, *SlHsp26.1-P* and *SlHsp21.5-ER*, that were homologous to the two most up-regulated Hsp genes shown in Table 1. EMSA and transactivation assays were used to test our assumption that the two genes were directly activated by SlHsfA3. As revealed by EMSA assays, SlHsfA3 specifically binds to HSEs present in the promoters of *SlHsp26.1-P* and *SlHsp21.5-ER* (Fig. 8). Using the well-established transient assays of *N. benthamiana* leaves, we showed that SlHsfA3 indeed stimulates the activity of both *SlHsp26.1-P* and *SlHsp21.5-ER* promoters, each fused with a reporter (Fig. 9). Collectively, these results support the notion that *SlHsp26.1-P* and *SlHsp21.5-ER* function as the direct target genes of SlHsfA3. However, it is important to note that we tested only two tomato Hsp genes and we can not rule out the possibility that SlHsfA3 may directly activate other Hsp genes and non-Hsp genes involved in response to various environmental stresses.

In conclusion, we characterized *SlHsfA3* as a multi-stress responsive gene in tomato. *Arabidopsis* overexpressing *SlHsfA3* showed increased thermotolerance, a late flowering trait, and hypersensitivity to salt stress at the germination stage. Although the functional exploration of SlHsfA3 is far from complete, the data we present here is of value for genetic modification of many economically important crops.

## Supporting Information

Figure S1 **ABA-induced expression patterns of** ***SlHsfA3*** **in tomato.** (A) ABA-induced expression patterns of *SlHsfA3* in tomato plants. Three-week-old tomato seedlings were used for stress treatment. Treatment protocols are as described in Methods. The *SlHsfA3* mRNA levels were analyzed as described in Fig. 2 (A). (B) The expression of *Le25* was used as a positive control for ABA treatment. Error bars indicate SD of triplicate reactions. Three independent biological replicates were performed.
(TIFF)

Figure S2 **Effects of high salinity on root lengths of Col-0 and** ***SlHsfA3*** **transgenic lines at post germination stage.** (A) Representatives of Col-0 and two OE lines treated with different concentrations of salt stress. Seeds of each genotype were germinated and grown on MS medium for 4 d and then transferred to new MS medium containing 120 mM and 200 mM NaCl for another 4 d. (B) Measurements of primary root lengths of plants shown in (A). All values are average and SD (n = 10). (C) Expression patterns of salt stress-responsive genes in Col-0 and two OE lines in response to salt stress. The induction of *RD29A*, *RD29B* and *KIN1* were quantified by qRT-PCR analysis. *ACTIN7* were used for normalization. The presented data are average and SD of triplicate reactions and three independent biological repeats were conducted with similar results.
(TIFF)

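Across the genes with at least 1 read in both OE lines, R squared of log2 RPKM between the lines was 0.955, and Spearman's rho was 0.986. For comparison, R squared was 0.943 between Col-0 and line #3 and 0.952 between Col-0 and line #6. These values are across genes within single libraries, so they have no p-value.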

Figure S3 **The R^2^ linear regression of two transgenic lines.** The R^2^ values were calculated using the R statistics package (http://www.r-project.org/) based on the log-transformed RPKM values derived from RNA-seq data.
(TIFF)

Figure S4 **qRT-PCR confirmation of** ***AtHsfA2*** **with reduced expression in** ***SlHsfA3*** **OE lines.** Eight-day-old seedlings of Col-0 and four *SlHsfA3* OE lines (#2, #3, #6, #10) grown on MS medium under standard conditions were collected for RNA extraction and the subsequent qRT-PCR assay. Error bars indicate SD of triplicate reactions.
(TIFF)

Figure S5 **qRT-PCR validation of 8 genes with altered expression in both OE lines.** The RNA sample used for validation was the same as that used in RNA-sequencing. The selected 8 genes were also indicated in Table 1 and Table S1. Error bars indicate SD of triplicate reactions.
(TIFF)

Table S1 **Down-regulated genes in** ***SlHsfA3*** **OE plants** (**Q-value <0.001; fold change >2**)**.** Fold change indicates the average of down-regulation in both lines compared with Col-0. Expressions of two bold-faced genes in this table were verified by qRT-PCR analysis (Fig. S5).
(DOC)

Table S2 **List of the primers used in qRT-PCR, semi-RT-PCR and EMSA.**
(DOC)

Table S3 **Transcription profiling of** ***Arabidopsis*** **plants overexpressing** ***SlHsfA3*** **.**
(XLS)

# Supplementary material for: Ectopic Overexpression of SlHsfA3, a Heat Stress Transcription Factor from Tomato, Confers Increased Thermotolerance and Salt Hypersensitivity in Germination in Transgenic Arabidopsis
**Source:** PLoS One. 2013 Jan 22;8(1):e54880. doi: 10.1371/journal.pone.0054880
**Supplement:** Table S1 — Down-regulated genes in SlHsfA3 OE plants (Q-value <0.001; fold change >2). Fold change indicates the average of down-regulation in both lines compared with Col-0. Expressions of two bold-faced genes in this table were verified by qRT-PCR analysis (Fig. S5).

**Table S1 Down-regulated genes in *SlHsfA3* OE plants (Q-value < 0.001; fold change > 2)**.

| ***Gene locus*** | ***Annotation*** | ***Fold change*** | ***Q-value*** |
| --- | --- | --- | --- |
| AT5G35935 | Transposable element gene | 64.92283 | 2.27E-07 |
| AT2G36255 | Defensin-like (DEFL) family protein | 32.46174 | 1.48E-05 |
| **AT3G56700** | Fatty acid reductase 6 (FAR6) | 30.43336 | 4.98E-23 |
| AT3G11500 | Small nuclear ribonucleoprotein family protein | 27.08849 | 1.32E-28 |
| AT1G22480 | Cupredoxin superfamily protein | 11.80427 | 3.13E-06 |
| AT1G34047 | Defensin-like (DEFL) family protein | 10.5159 | 6.15E-31 |
| AT4G11393 | Defensin-like (DEFL) family protein | 8.709236 | 4.90E-09 |
| AT1G63910 | MYB domain protein 103 | 6.121327 | 5.77E-05 |
| AT5G42180 | Peroxidase superfamily protein | 5.791771 | 2.05E-20 |
| AT1G72260 | Thionin 2.1 | 4.939865 | 1.00E-05 |
| AT5G62160 | Zinc transporter 12 precursor | 4.937131 | 7.11E-05 |
| AT5G03210 | Unknown protein | 4.504597 | 2.62E-06 |
| AT3G56980 | bHLH DNA-binding superfamily protein | 4.121007 | 3.44E-05 |
| **AT2G26150** | heat shock transcription factor A2 (HsfA2) | 3.674462 | 1.47E-14 |
| AT2G41240 | bHLH protein 100 | 3.614902 | 7.27E-08 |
| AT5G17420 | Cellulose synthase family protein | 3.541579 | 4.28E-18 |
| AT5G35480 | Unknown protein | 3.457958 | 4.29E-24 |
| AT1G66100 | Plant thionin | 3.263484 | 1.81E-13 |
| AT3G56970 | bHLH DNA-binding superfamily protein | 3.126049 | 1.95E-08 |
| AT4G12470 | Azelaic acid induced 1 (AZI1) | 3.084255 | 1.02E-11 |
| AT2G38080 | Laccase/Diphenol oxidase family protein | 2.857213 | 5.94E-08 |
| AT4G17470 | alpha/beta-Hydrolases superfamily protein | 2.813032 | 1.84E-04 |
| AT3G44450 | Unknown protein | 2.711735 | 8.75E-13 |
| AT1G47395 | Unknown protein | 2.700832 | 4.25E-07 |
| AT4G26530 | Aldolase superfamily protein | 2.700143 | 2.06E-57 |
| AT5G24420 | 6-phosphogluconolactonase 5 (PGL5) | 2.582042 | 3.50E-16 |
| AT1G47400 | Unknown protein | 2.447832 | 3.86E-04 |
| AT5G44030 | Cellulose synthase A4 (CESA4) | 2.438532 | 2.95E-15 |
| AT2G29310 | NAD(P)-binding Rossmann-fold superfamily protein | 2.402646 | 3.70E-05 |
| AT3G05880 | Low temperature and salt responsive protein family | 2.390712 | 5.60E-04 |
| AT3G11120 | Ribosomal protein L41 family | 2.238718 | 1.83E-05 |
| AT4G33865 | Ribosomal protein S14p/S29e family protein | 2.230453 | 1.73E-20 |

Fold change indicates the average of down-regulation in both lines compared with Col-0. 

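The table holds genes past a Q-value of 0.05 and a ratio of 2 in each line that also have a mean Q-value under 0.001. Its fold change is the reciprocal of the mean of both RPKM ratios to Col-0: for *PGL5*, which encodes a 6-phosphogluconolactonase, the ratios of 0.383 in line #3 and 0.392 in line #6 give 2.58, and for the aldolase gene *FBA5* 0.408 and 0.333 give 2.70. Computed in this way from the reads, all 32 values fell within 2% of those printed. Of genes lower in both lines, 35 met the limits by this computation, including all 32 of the table. *PGL5* and *FBA5* had log2 fold changes of -1.41 and -1.46 (SE 0.20 and 0.20, adjusted p = 0.00284 and 0.00208 from edgeR), and with DESeq2 *PGL5* missed the threshold (adjusted p = 0.150). AT4G33865, annotated as a member of a ribosomal protein family, had a log2 fold change of -1.20 (SE 0.18, adjusted p = 0.00407 from edgeR). The zinc transporter gene *ZIP12* had 40, 7 and 11 reads in Col-0, line #3 and line #6 and did not pass (adjusted p = 0.0782 from edgeR).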

Expressions of two bold-faced genes in this table were verified by qRT-PCR analysis (Fig. S5).

# Supplementary material for: Ectopic Overexpression of SlHsfA3, a Heat Stress Transcription Factor from Tomato, Confers Increased Thermotolerance and Salt Hypersensitivity in Germination in Transgenic Arabidopsis
**Source:** PLoS One. 2013 Jan 22;8(1):e54880. doi: 10.1371/journal.pone.0054880
**Supplement:** Table S2 — List of the primers used in qRT-PCR, semi-RT-PCR and EMSA.

**Table S2 List of the primers used in qRT-PCR, semi-RT-PCR and EMSA.**

| **Gene name** | **Primer sequence (5’ to 3’)** | **Note** |
| --- | --- | --- |
| *SlHsfA3* | F: AGATCCCTTGCAGGTAGCTG | qRT-PCR |
|  | R: TGATGGCAGTATCCCAATGG |  |
|  | F: TGAATTTGCTGCGTTTTCAC | semi-RT-PCR |
|  | R: GTAAACACTCCATAGGCTGC |  |
| *Le25* | F: AAGAGGATAGGGTTGCAGCG | qRT-PCR |
|  | R: GCAACTAGCTTCATTTCTCC |  |
| *AtHsp25.3-P* | F: TCAGCTCCCAGACAACTGTG | qRT-PCR |
|  | R: GTACAACAAACAGTACCTCC |  |
| *AtHsp22.0-ER* | F: AGCTTGAGAATGGTGTGCTC | qRT-PCR |
|  | R: CTCTCTTCAGACTCAGAAAG |  |
| *AtEGY3* | F: AGAAACACCCGCAAAAGACG | qRT-PCR |
|  | R: AGAACAATGCTTGTTTCTGC |  |
| *AtAPX2* | F: TCAGGATTCGAGGGTGCATG | qRT-PCR |
|  | R: AAGGCATCCTCATCTGCAGC |  |
| *AtMAF5* | F: GGAGCTTGTGAAGAACCTTC | qRT-PCR |
|  | R: TCAGCCGTTGATGATTGGTG |  |
| *AtHsa32* | F: AGCATCTGATGCGAAGTTGG | qRT-PCR |
|  | R: CACTAGATGTAGTGCGAGAG |  |
| *AtHsfA2* | F: GGAGGAACAATGTTTGGAGG | qRT-PCR |
|  | R: GACCGCAACAAGTAGATGTG |  |
| *AtFAR6* | F: TTGAGCACGAAGGGAAAGAG | qRT-PCR |
|  | R: GAGACCTGGAAGATGAACGT |  |
| *AtLEP* | F: TTGGTGGCTCTCAATCTTCG | qRT-PCR |
|  | R: GTCAGAAACCGGAGGCATTC |  |
| *AtRGL2* | F: AGCGCGTTTAAACAAGCGAG | qRT-PCR |
|  | R: TTCAGGCGAGTCATCTCTAC |  |
| *ACTIN2* | F: GGTGTGATGGTGGGTATGG | qRT-PCR |
|  | R: GCTGACAATTCCGTGCTC |  |
| *ACTIN1* | F: CATCAGGAAGGACTTGTACGG | qRT-PCR |
|  | R: GATGGACCTGACTCGTCATAC |  |
| *ACTIN7* | F: TCCATGAAACAACTTACAACTCCATCA | qRT-PCR and semi-RT-PCR |
|  | R: CATCGTACTCACTCTTTGAAATCCACA |  |
| *SlHsp26.1-P* | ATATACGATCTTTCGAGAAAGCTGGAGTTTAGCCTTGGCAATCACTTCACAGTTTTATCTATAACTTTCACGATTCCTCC | EMSA probe |
| *SlHsp21.5-ER* | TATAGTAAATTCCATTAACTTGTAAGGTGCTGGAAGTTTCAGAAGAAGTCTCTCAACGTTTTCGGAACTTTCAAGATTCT | EMSA probe |

How the deposited data were processed for this re-analysis (not part of the article)

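RNA was sequenced from the aerial parts of unstressed *Arabidopsis* plants grown for 4 weeks at 22°C under 16 h light and 8 h dark. There was 1 library each for Col-0, OE line #3 and OE line #6, each from a pool of 20 plants. Double-stranded cDNA went into the library, and the protocol names no step that marks the strand.

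The authors mapped the reads to TAIR10 and deposited the count of reads for each gene, without further normalization, and the aligner, the counting program and the rule for reads that map to several places are not given in the sources used here. The authors computed RPKM from these reads, the gene model's length and the total of reads in the table. The deposited fold, or ratio, is the RPKM of a line divided by that of Col-0, and the authors put 0.5 read in place of 0 where the other library has at least 5 reads. The deposited log2 values are the authors' logarithms of these ratios. The deposited q-value of each gene comes from DEGseq between each line and the same Col-0 library, after Benjamini and Hochberg. The authors also deposited their list of 181 changed genes with pathway and Gene Ontology categories from the Molecule Annotation System.

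Reads in genes came to 9968154, 11556077 and 10786332 in Col-0, line #3 and line #6, and the intervals of ratios cover counting error only. Bootstrap intervals of list medians come from 10000 draws of a list's genes and cover the spread between its members. Genes were named and placed beside their neighbors with the annotation of TAIR10.1, in which 32835 of the 33602 loci had an entry, and no coordinates are given because the reads were mapped to another release.

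Both OE lines were compared with Col-0 with edgeR 4.0.16 in R 4.3.3: TMM scaling, estimateDisp, glmQLFit and glmQLFTest with their defaults, and Benjamini-Hochberg adjustment over the 18802 genes with at least 10 reads in at least 1 library. The TMM factors were 0.981, 0.945 and 1.08 in the order above. The fit has 1 residual degree of freedom for each gene, 13.6 prior degrees of freedom and a biological coefficient of variation of 0.127. The prior count for log2 fold changes was 0.125. Each SE is the absolute log2 fold change, taken without the prior count, divided by the square root of the test's F statistic. It is not a standard error that edgeR reports. A fold against a group with 0 reads was computed against 3 reads, and ratios to 1 to 3 reads were given a 95% exact interval.

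The paper's rule was recomputed from the reads with the random sampling model of DEGseq for each line against Col-0, with a Q-value under 0.05 and a ratio above 2 in each line. Simulated unchanged libraries were drawn 100 times from the fitted model, with every library at the fitted dispersion or at 2 times that. The fitted dispersion is edgeR's trend on expression, so genes that vary more than the trend are not covered. Gene lists were fixed before the data were examined, but the values of Table 1 and Table S1, which come from these libraries, had been seen. Several lists hold genes of these tables, so their tests are not independent evidence. The lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. The last 2 rest on 1 residual degree of freedom and have little power. For each line the median of a list was set beside 10000 random lists matched on expression.

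Genes named in the text were chosen by a rule set before the data were examined. It covers the genes of Table 1, Table S1 and the paper's text, whose values in the paper had been seen, and *AtHsfA3*. It also covers the 10 largest rises and 10 largest falls past the threshold in both lines, up to 4 called members of each list or otherwise up to 2 with the smallest p, the 5 genes furthest apart in each direction between the lines among those with a mean of at least 50 reads, and the neighbors of genes from the paper or the largest changes.

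The test was tried on simulated data, 5 draws with 200 changed genes among 18509. It called 61.5% of genes changed 2-fold up, 100.0% of those changed 4-fold up, 44.0% of those at 0.5 of the level and 84.0% of those at 0.25, and 5.46% of the calls were unchanged genes. Genes with few reads were left out of the changed genes, and every library was given the fitted dispersion. These rates thus do not cover low counts, genes that vary more than the trend, or a Col-0 pool that varies more than the OE lines. Alternatives covered the scaling, the read filter, DESeq2 1.42.0, the form of the quasi-likelihood fit, each line alone, other forms of the rule and of the correlation, and the prior count. Other computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The paper's experiments on germination, tomato, promoter binding and reporter activity have no data in the table and were not analysed here.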

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

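The tests of inflorescences, harvest time, the shared Col-0 library and neighboring genes were set before the data were examined. For inflorescences, harvest time and the shared library, the bounds set in advance counted against the explanation. For inflorescences the bound was replaced, after its value was seen, by one that asks for the same in both lines and leaves the explanation open. For harvest time, bootstrap intervals were set beside the bound, which had not asked for them.

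The OE lines moved apart at genes of the anther and the pollen coat. There were 9 genes with a Q-value under 0.05 and a ratio above 2 in one line and under 0.5 in the other, 8 of them higher in line #3, and the difference between the lines was not tested, as each line has 1 library. Of 13 tapetum and pollen genes, 10 were higher in line #3 and all 13 were lower in line #6. No biological explanation was tested, and with 1 pool for each line a difference in the flowers of the pools and an effect of the insertion cannot be separated.

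Genes of the endoplasmic reticulum stress response, which the paper does not discuss, had a median log2 fold change of 0.37 over 14 genes, none of them called, and positive values for 13 in line #3 and 13 in line #6. *BZIP60* was below 0 in both lines, 2 genes were higher when adjusted over the list alone, and the list had an adjusted p = 3.1e-07, and 0.573 with an estimated correlation from camera on the edgeR fit. It did not pass with fry either (adjusted p = 0.327).

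Of 27 secondary cell wall genes, 4 were called lower in the OE lines, while 9 were above 0 in line #3 and 7 in line #6. The list did not pass with an estimated correlation or with fry, which have little power here. Fewer or younger inflorescences may contribute, since the OE lines flower late: the median of the floral organ genes was -1.41 in line #6 but -0.089 in line #3 (95% bootstrap interval -0.49 to 0.81), and tapetum genes were higher in line #3, which speaks against it there. The bound set in advance, a median above -0.50 in either line, was met in line #3 and counts against the explanation. A lower median in line #3 than in line #6 had also been predicted, and the reverse was seen. The wall genes meanwhile had a median of -0.80 in both lines. In line #6 all 8 floral organ genes were lower and each line is 1 library, so the explanation was not excluded. For a different time of day, the largest median of a clock list was 0.26, within the bound of 0.50 set in advance. The medians of the morning and evening genes were above 0 in both lines, where opposite directions had been predicted. Both results count against it. The interval of the evening genes in line #3 reached -0.73 with 5 genes. In line #6 the intervals were -0.13 to 0.29 for morning and -0.089 to 0.37 for evening genes. Each line is 1 library, so a smaller shift is not excluded.

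Genes changed the same way in both lines, and the single Col-0 library may account for part of them. With 181 genes past the paper's rule against 38 to 80 in simulated unchanged sets, the bound set in advance was met, but it assumed that Col-0 varies like the OE lines. It also gave each gene the dispersion of the trend on expression, which leaves out genes that vary more. At 2 times the dispersion the simulated sets held 158 to 262. That setting doubled the dispersion of all 3 libraries, so it does not model a Col-0 pool that alone varies more. Its covariance of fold changes, 0.145 to 0.163, also lay above the observed 0.139. No second Col-0 library exists to measure its dispersion, so the shared library and the overexpression cannot be told apart for the list as a whole.

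Neighboring genes changed together in 6 pairs under the paper's rule, and reads that run past a strongly changed gene into its neighbour may contribute: 2 pairs overlap and 3 lie on the same strand, with the smaller change downstream in all 3. On opposite strands without overlap lay 1 of the 6, or 16.7%, against 34.1% of all pairs (Fisher's exact test, two-sided p = 0.671), too few pairs to decide.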

How the results depend on the processing

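The counts of 43 higher and 37 lower genes from edgeR became 27 and 14 with no filter beyond at least 1 read in all, 25 and 17 with at least 10 reads in every library, 30 and 13 with DESeq2, and 32 and 22 with the newer quasi-likelihood fit, chosen after seeing the data. Other alternatives stayed within 1.5 times: RLE size factors gave 43 and 38, total reads 58 and 45, of which 34 and 27 were shared, a 2-fold limit in each line 36 and 26, and, chosen after seeing the data, leaving out ribosomal RNA and organelle genes 58 and 46. The planned legacy fit is the default of this edgeR version and so equals the reported one. Without either line no residual degree of freedom is left, so no test was possible. Under the paper's rule, 114 higher and 67 lower genes became 52 and 32 at a Q-value under 0.001, and 148 and 105 with the mean of both ratios above 2. Leaving out 1 line gave 285 to 337 higher and 166 to 305 lower genes, since fewer conditions then apply. Of 51 genes named in the text and past the threshold, all stayed past it with RLE size factors, 47 with total reads and 28 with DESeq2, and 0 changed sign without a line. Those not past it with DESeq2 include *AtHsfA2* (adjusted p = 0.0699 from DESeq2) and *CESA4* (adjusted p = 0.249 from DESeq2), and the cause was not tested. The correlation between the OE lines was 0.992 over all genes, 0.984 with at least 10 reads in both lines, 0.986 as Spearman's rho and 0.955 as R squared. The covariance of fold changes exceeded the simulated one by 0.0129 for genes with at least 50 reads in every library and by 0.0367 with total reads, and the difference was -0.0159 at 2 times the fitted dispersion. Of the 11 lists past an adjusted p of 0.05 from camera on the edgeR fit, 0 passed with an estimated correlation and 0 with fry. Both of these rest on 1 residual degree of freedom, so they had little power and cannot decide for or against a list. The median of the tapetum and pollen genes was -4.78 without line #3 and 0.83 without line #6. Genes under 10 reads in every library were not tested.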

Differences from the paper's values

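The paper states more than 24 M reads for each sample, and the reads in genes came to 9.97 M in Col-0, 11.6 M in line #3 and 10.8 M in line #6. The paper's value counts all reads, so both are not on the same scale, and no alternative applies.

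The paper's correlation between the OE lines is 0.9316, and Pearson's r was 0.977 for log2 RPKM without genes at 0 reads in either line. None of the alternatives set before the data were examined reached the paper's value: all genes, at least 10 reads in both lines, Spearman's rho, and R squared, which the legend of Fig. S3 names.

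Of the genes in Table 1 and Table S1, *IMA3*, *5PTASE11*, *MYB103*, Thionin 2.1, AT2G29310, *RCI2A*, AT3G11120, *BHLH39*, AT4G17470, AT4G21323, *MIR824A* and *ZIP12* did not pass in edgeR with TMM scaling. With total reads, an alternative set before the data were examined, *IMA3*, *5PTASE11*, *MYB103*, Thionin 2.1, AT2G29310, AT3G11120, *BHLH39*, AT4G17470, AT4G21323, *MIR824A* and *ZIP12* passed, with adjusted p = 0.0178, 0.00153, 0.00444, 1.1e-05, 0.0198, 0.0371, 1.1e-04, 0.0147, 0.0473, 0.00133 and 0.00302 from edgeR, and *RCI2A* did not. With RLE size factors, Thionin 2.1 passed, and with DESeq2 none of them did.

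The paper names *Hsp25.3-P* and *Hsp22.0-ER* as the most up-regulated small Hsp genes, and both had 0 reads in Col-0, at least 14.2-fold and 7.08-fold higher, whereas *Hsp15.7-CI* was 22.5-fold higher; by the deposited ratios, with 0.5 read for 0, the order is the paper's.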

Other observations

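Genes of the response to salt, drought and cold showed no common direction in the unstressed OE lines. Of 20 tested, none was higher or lower over all genes and 1 was lower when adjusted over the list alone, and the list did not pass (adjusted p = 0.942, and 0.977 with an estimated correlation from camera on the edgeR fit). The median log2 fold change was -0.21 in line #3, with 6 of 20 above 0, but 0.20 in line #6, with 15 of 20, so that the median over both lines of -0.018, or 0.034 with total reads, hides a difference between the lines that was not tested. Of the genes the paper measured in germinating seeds, *AtRGL2* had a log2 fold change of -0.056 (adjusted p = 0.990 from edgeR) and *AtLEP* had 0 reads in all libraries.

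Of 3 ferritins, which store iron, 3 were above 0 in line #3 and 2 in line #6, and their median was 0.33 in line #3 and 0.38 in line #6 (adjusted p = 0.112, and 0.779 with an estimated correlation from camera on the edgeR fit), and none was called. Photosynthesis genes, 21 in all, held no called gene, with medians of 0.077 in line #3 and -0.11 in line #6 (adjusted p = 0.843, and 0.977 with an estimated correlation from camera on the edgeR fit).

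The clock lists held no called gene, with medians of 0.19 in line #3 and 0.10 in line #6 for 9 morning genes (adjusted p = 0.355, and 0.779 with an estimated correlation from camera on the edgeR fit) and 0.068 in line #3 and 0.26 in line #6 for 5 evening genes (adjusted p = 0.636, and 0.813 with an estimated correlation from camera on the edgeR fit). Root genes, of which 3 were tested, had medians of -0.32 in line #3 and 0.077 in line #6 (adjusted p = 0.636, and 0.929 with an estimated correlation from camera on the edgeR fit). The median of 11 reference genes was -0.14 in line #3, 0.045 in line #6 and -0.046 over both, and 0.010 with total reads (adjusted p = 0.538, and 0.929 with an estimated correlation from camera on the edgeR fit). Of 12 seed storage genes none had more than 3 reads, with 1, 3 and 5 reads over the list in Col-0, line #3 and line #6, so this list was not tested.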
